# An Nrf2-NF-κB Crosstalk Controls Hepatocyte Proliferation in the Normal and Injured Liver

**DOI:** 10.1016/j.jcmgh.2025.101480

**Published:** 2025-02-17

**Authors:** Andrii Kuklin, Coenraad Frederik Slabber, Luigi Tortola, Chan Lap Kwan, Gerhard Liebisch, Vangelis Kondylis, Florian Mair, Manfred Kopf, Achim Weber, Sabine Werner

**Keywords:** Nrf2, p65, Hepatocyte Proliferation, Liver Regeneration

## Abstract

**Background & Aims:**

The liver has remarkable regenerative and detoxification capacities, which require the Nrf2 and NF-κB transcription factors. Although their individual functions in hepatocytes are well characterized, knowledge about their crosstalk in the adult liver is limited.

**Methods:**

We performed AAV8-Cre inducible, hepatocyte-specific knockout of *Nrf2*, the NF-κB subunit *p65*, or both genes to determine the individual and combined roles of these transcription factors in the intact liver of male adult mice and after acute CCl_4_ injury. Mice were characterized using histologic and immunohistochemical stainings, serum and liver bile acid analysis, flow cytometry, and RNA sequencing. To distinguish between cell-autonomous and non-cell-autonomous mechanisms, we generated and analyzed knockout and knockdown AML12 liver cells. Clodronate liposome-mediated macrophage depletion was used to determine the role of these immune cells in hepatocyte proliferation after CCl_4_ injection.

**Results:**

Loss of *p65* alone or *p65* in combination with *Nrf2* caused spontaneous liver inflammation and necrosis. Gene expression profiling identified individual and common target genes of both transcription factors, including genes involved in the control of cell proliferation. Consistent with the expression of these genes, hepatocyte proliferation was reduced by Nrf2 deficiency under homeostatic conditions and after CCl_4_ injury, which was rescued by additional loss of p65. The increased hepatocyte proliferation in the double-knockout mice was non-cell-autonomous and correlated with macrophage accumulation in the liver. Depletion of macrophages in these mice suppressed hepatocyte proliferation after CCl_4_ treatment.

**Conclusions:**

These results reveal a crosstalk between Nrf2 and p65 in the control of hepatocyte proliferation and point to a key role of macrophages in this effect.

**Summary**

We identified a crosstalk between the Nrf2 and NF-κB transcription factors in hepatocytes of the normal and regenerating liver. Nrf2 deficiency suppressed hepatocyte proliferation, which was rescued by additional deficiency of p65 in a macrophage-dependent manner.

This article has an accompanying editorial.

The liver is an organ with high metabolic activity and is responsible for the detoxification of a wide variety of endogenous and exogenous compounds.^1^^,^^2^ Because of its unique place in the body and blood supply, it is frequently subjected to insults of bacterial, viral, or chemical origin, which result in increased production of reactive oxygen species (ROS).^3^ Although powerful cytoprotective and detoxification mechanisms of the liver provide effective ROS clearance, excessive accumulation of ROS often contributes to impaired liver regeneration and chronic liver damage, which may cause liver fibrosis, cirrhosis, and liver cancer, which are frequently lethal.^3^

Nuclear factor erythroid 2-related factor 2 (NRF2), which belongs to the cap’n’collar family of basic leucine zipper transcription factors, efficiently protects from oxidative and electrophilic stress in many cell types, including hepatocytes.^4^, ^5^, ^6^, ^7^ This is particularly relevant in the presence of high levels of ROS or electrophiles, which lead to stabilization of NRF2 and its accumulation in the nucleus. NRF2 regulates a wide variety of antioxidant and cytoprotective genes through binding to antioxidant response elements^8^ in their promoters and/or enhancers.

We and others showed cytoprotective functions of Nrf2 in the murine liver after different types of injury, including partial hepatectomy.^4^^,^^5^^,^^9^^,^^10^ Liver regeneration was delayed in *Nrf2* knockout (KO) mice, which was caused at least in part by impaired insulin/insulin-like growth factor receptor and Notch signaling, resulting in decreased proliferation and increased apoptosis of hepatocytes.^5^^,^^11^ Nevertheless, the liver finally regenerated, indicating compensatory functions exerted by other genes/proteins. A top candidate to fulfil this function is the nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB), which was hyperactivated after partial hepatectomy in *Nrf2* KO mice.^5^

NF-κB is a homodimeric or heterodimeric transcription factor consisting of the subunits p65 (RelA), RelB, c-Rel, p50, or p52, with the most abundant form being a heterodimer of p50 and p65.^12^ NF-κB can exert proinflammatory or anti-inflammatory activities depending on the cell type and context. In addition, it is a major player in the regulation of programmed cell death.^12^^,^^13^ This activity is highly relevant in the liver, where NF-κB protected hepatocytes against tumor necrosis factor-α-induced apoptosis.^14^, ^15^, ^16^ NF-κB is also an important player in the oxidative stress response.^17^ ROS can regulate NF-κB at different levels, resulting in its activation or inhibition in a context- and cell type–specific manner.^17^^,^^18^

Various studies showed a crosstalk between Nrf2 and NF-κB, whereby a reciprocal negative regulation was observed in most studies.^5^^,^^19^, ^20^, ^21^, ^22^, ^23^, ^24^, ^25^, ^26^, ^27^ However, we previously discovered a synergistic cytoprotective activity of both proteins in the liver.^28^ Mice lacking Nrf2 in all cells and the NF-κB subunit p65 in hepatocytes spontaneously developed progressive liver inflammation, necrosis, and fibrosis, whereas single KO mice exhibited only a minor phenotype.^28^ Moreover, 50% of aged *Nrf2:p65* double KO (DKO) female mice developed tumors resembling inflammatory hepatocellular adenomas in humans.^28^ However, it was unclear if the loss of Nrf2 in nonparenchymal cells (NPCs) of these mice contributes to the phenotype. In addition, the consequences of acute deficiency of both transcription factors in hepatocytes of adult mice and the relevant genes and pathways that they control in this cell type remained unknown.

In this study, we addressed these questions and determined the crosstalk between Nrf2 and p65 in hepatocytes at the molecular level and its relevance for hepatocytes in adult mice during homeostasis and regeneration. We demonstrate that both transcription factors collaborate in hepatocytes to control inflammation and hepatocyte proliferation.

## Results

### NF-κB-p65 and Nrf2 in Hepatocytes Protect from Liver Inflammation and Fibrosis

Mice with a global KO of *Nrf2* and a hepatocyte-specific KO of *p65* in hepatocytes develop spontaneous liver inflammation and fibrosis.^28^ To determine the specific contribution of Nrf2 in hepatocytes to this phenotype, we generated mice lacking both genes specifically in hepatocytes, by breeding mice expressing Cre recombinase under control of the albumin promoter (AlbCre mice) with mice carrying floxed alleles for both *Nrf2* and *p65.* Histologic analysis revealed spontaneous liver inflammation in AlbCre-*Nrf2:p65* DKO mice (AlbCre-DKO) (Figure 1*A*). They also exhibited a significant increase in the serum activity of alanine aminotransferase (ALT) and a mild, but nonsignificant increase in collagen deposition in the liver (Figure 1*A* and *B*). These results demonstrate cell-autonomous roles of Nrf2 and p65 in hepatocytes in the control of postnatal liver development and homeostasis.

**Figure 1:**
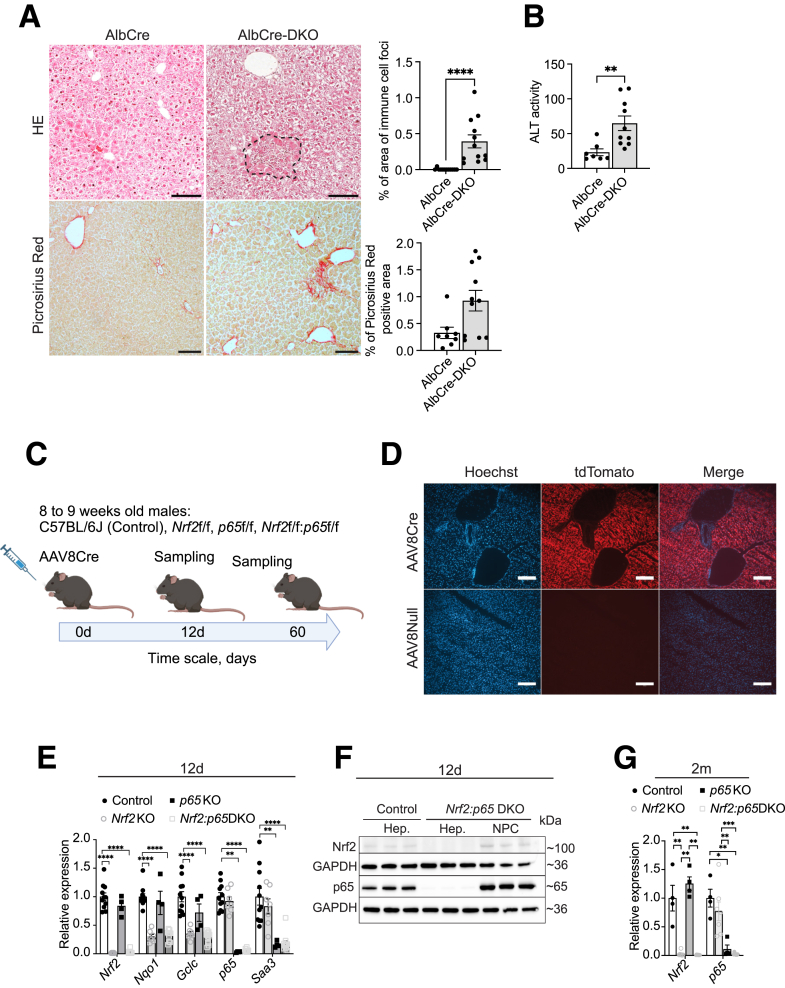
**Hepatocyte-specific deletion of *Nrf2* and *p65* leads to liver damage and fibrosis in AlbCre-*Nrf2:p65* DKO mice.** (*A*) Hematoxylin and eosin (H&E) or picrosirius red staining of liver sections from AlbCre (control) and AlbCre-*Nrf2:p65* DKO mice (AlbCre-DKO) and quantification of the stained area (N = 8–12 mice/group). (*B*) Serum activity of ALT in AlbCre and AlbCre-DKO mice (N = 7–10 mice/group). (*C*) Scheme of the experiments to induce an AAV8Cre-inducible knockout in hepatocytes. (*D*) Fluorescence microscopy analysis of liver sections from Rosa26-tdTomato mice, 12 days after AAV8Cre or AAV8Null (control virus without Cre) injection. (*E*) RT-qPCR analysis using RNA from freshly isolated hepatocytes of *Nrf2* and *p65* single KO and DKO mice at 12 days after AAVCre injection for *Nrf2*, *p65*, *Nqo1*, *Gclc*, and *Saa3* relative to *Gapdh* (N = 4–10 mice/group). (*F*) Western blot analysis using lysates from freshly isolated hepatocytes and NPCs of mice 12 days after AAV8Cre injection for Nrf2, p65, and GAPDH (glyceraldehyde 3-phosphate dehydrogenase) (loading control). (*G*) RT-qPCR analysis for *Nrf2* and *p65*, relative to *Gapdh*, using RNA from freshly isolated hepatocytes of *Nrf2* or *p65* KO or DKO mice 2 months after AAV8Cre injection (N = 4–8 mice/group). Scale bars: 100 μm (*A*), 200 μm (*B*). Bar graphs show mean and standard error of the mean. ∗*P* ≤ .05, ∗∗*P* ≤ .01, ∗∗∗*P* ≤ .001, ∗∗∗∗*P* ≤ .0001 (Mann-Whitney *U* test).

### AAV8Cre Efficiently Deletes *Nrf2* and *p65* in Mouse Hepatocytes In Vivo

To determine the consequences of acute hepatocyte-specific ablation of *Nrf2*, *p65*, or both genes in adult male mice, we used Adeno-Associated Virus, serotype 8, with the *Cre* recombinase gene integrated in its genome (AAV8Cre) (Figure 1*C*). AAV8 has a strong tropism for hepatocytes.^29^ When combined with the hepatocyte-specific thyroxine-binding globulin promoter that controls *Cre* expression, it induces a hepatocyte-specific KO of *Nrf2* and *p65* in mice carrying the respective floxed alleles. All studies were performed with male mice because of the higher transduction efficiency of adeno-associated virus in male compared with female mice.^30^^,^^31^ To validate the protocol, we injected AAV8Cre into Rosa26-tdTomato reporter mice, in which expression of tdTomato is dependent on the presence of Cre. Fluorescence microscopy revealed that AAV8Cre efficiently delivered Cre throughout the liver (Figure 1*D*).

A single injection of AAV8Cre into mice with floxed *Nrf2* and/or *p65* alleles induced an efficient and long-lasting KO in hepatocytes, but not in NPCs, as demonstrated by quantitative reverse transcription polymerase chain reaction (RT-qPCR) and Western blot analysis of mouse liver at Day 12 and 2 months after virus injection (Figure 1*E-G*). Consistently, expression of the classical Nrf2 target genes *Gclc* (encoding glutamate cysteine ligase catalytic subunit) and *Nqo1* (encoding NAD(P)H quinone dehydrogenase 1) and the p65 target gene *Saa3* (encoding serum amyloid A3) was strongly downregulated in isolated hepatocytes of the respective single KO and of DKO mice (Figure 1*E*).

### Acute p65 Deficiency Induces Spontaneous Liver Damage and Focal Inflammation

Histologic analysis of hematoxylin and eosin–stained liver sections did not reveal major changes in the overall structure of the liver parenchyma in mice of all genotypes at Day 12 after KO induction. However, *p65* deletion caused spontaneous focal liver damage and inflammation, which was accompanied by a significant increase in ALT activity (Figure 2*A* and *B*). The extent of inflammation and liver damage was not aggravated by additional loss of *Nrf2* (Figure 2*A* and *B*). Immunohistochemical staining revealed accumulation of CD3-positive T cells, Ly6G-positive neutrophils, and CD68-positive macrophages within the inflammatory cell foci in the liver of *p65* KO and *Nrf2:p65* DKO mice (Figure 2*B*). Macrophage abundance was mildly reduced in *Nrf2* KO, but increased in DKO mice (Figure 2*B*). Picrosirius red staining showed only a very mild increase in perivascular collagen deposition in *Nrf2* KO and DKO mice (Figure 2*B*). Similarly, α-smooth muscle actin showed the expected perivascular localization, but there were no signs of activated stellate cells migrating into the parenchyma that would reflect induction of considerable liver fibrosis (Figure 2*B*).

**Figure 2:**
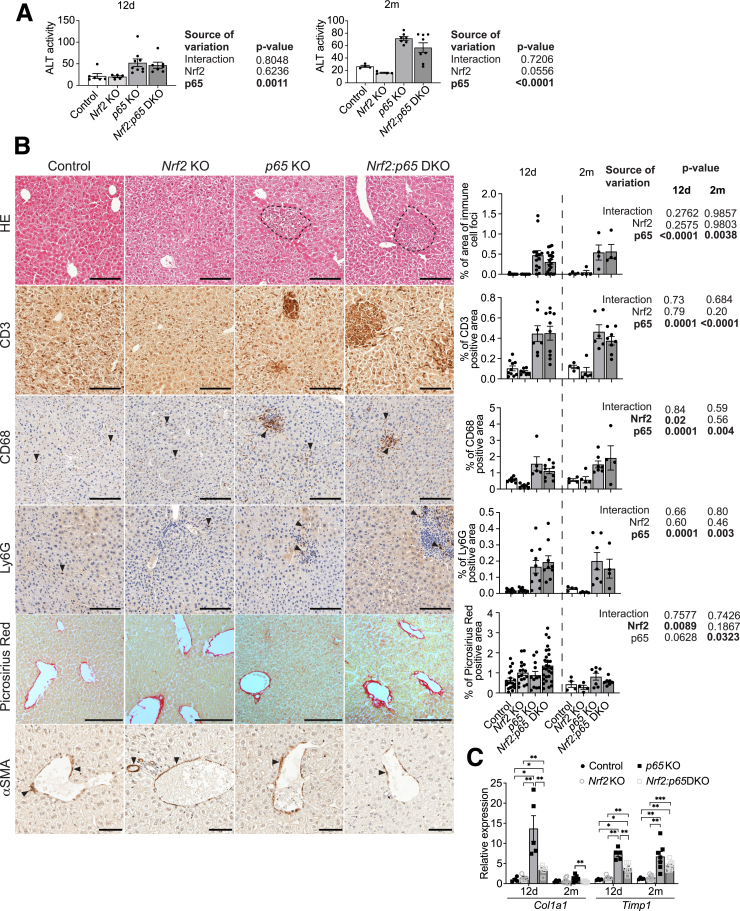
**Liver damage and inflammation after inducible deletion of *p65* in hepatocytes.** (*A*) Serum activity of ALT 12 days (12d) (N = 5–9 mice/group) and 2 months (2m) (N = 4–8 mice/group) after knockout induction. (*B*) Representative H&E or immunohistochemistry stainings of liver sections at 12 days (12d) or 2 months (2m) (only quantification) post AAV8Cre injection and quantification of the data. From *top* to *bottom*: H&E staining and quantification of the area covered by immune cell foci (N [12d] = 10–20 mice/group; N [2m] = 4 mice/group); immunohistochemical stainings for the T-cell marker CD3 (N [12d] = 7–10 mice/group; N [2m] = 4–8 mice/group); the neutrophil marker Ly6G (N [12d] = 8–10 mice/group; N [2m] = 4–7 mice/group); the macrophage marker CD68 (N [12d] = 5–9 mice/group; N [2m] = 4–7 mice/group) and quantification of the positively stained area; picrosirius red staining (N [12d] = 12–28 mice/group; N [2m] = N = 4–7 mice/group) and quantification of the stained area; representative immunohistochemical stainings for α-smooth muscle actin (αSMA) on liver sections 12d after AAV8Cre injection. Note the perivascular staining and the lack of stellate cell dissemination into parenchyma (N = 5–7). (*C*) RT-qPCR analysis for *Col1a1* and *Timp1*, relative to *Gapdh*, using RNA from freshly isolated NPCs of control, *Nrf2*, or *p65* KO or DKO mice 12d and 2m after AAV8Cre injection (N = 4–8 mice/group). Scale bars: 100 μm and 50 μm (αSMA). Bar graphs show mean and standard error of the mean. Statistical analysis: (*A, B*) 2-way analysis of variance (significant differences are in bold). (*C*) Mann-Whitney *U* test, ∗*P* ≤ .05, ∗∗*P* ≤ .01, ∗∗∗*P* ≤ .001.

Analysis of the mice 2 months post AAV8Cre injection revealed that liver damage and inflammation were long-lasting (Figure 2*A* and *B*). The activity of ALT in *p65* KO and DKO mice was even higher than at the earlier time point (Figure 2*A*), suggesting that the phenotype was persistent and even mildly progressive. However, there was no further increase in the deposition of collagen (Figure 2*B*), suggesting that the relatively low level of inflammation compared with classical fibrosis models, such as chronic CCl_4_ treatment,^32^ is not sufficient to induce a strong fibrotic phenotype. Consistent with this assumption, expression of *Col1a1*, which encodes the major type of collagen, was only transiently increased in NPCs of *p65* KO mice, and declined again at later stages. Expression of *Timp1*, which encodes a matrix metalloproteinase inhibitor, was increased in *p65* KO and DKO mice at both time points, suggesting impaired resolution of fibrosis (Figure 2*C*). Collectively, these data demonstrate that loss of *p65* in hepatocytes of adult mice rapidly induces liver damage and inflammation, but only mild fibrosis, and that additional Nrf2 deficiency does not aggravate the inflammatory phenotype in this setting.

To further characterize the myeloid cell composition in the liver, we performed flow cytometry analysis of NPCs 12 days after KO induction (see gating strategy in Figure 3*A*), focusing on DKO versus control mice. There was a significantly higher number of CD45^+^ immune cells in the DKO mice (Figure 3*B*), which is consistent with the immunohistochemistry data. The numbers of all analyzed myeloid cell populations (monocytes, macrophages, dendritic cells, neutrophils, and eosinophils) were increased (Figure 3*C*), but the percentage of the different immune cell populations among all CD45^+^ cells was not considerably altered (Figure 3*D*).

**Figure 3:**
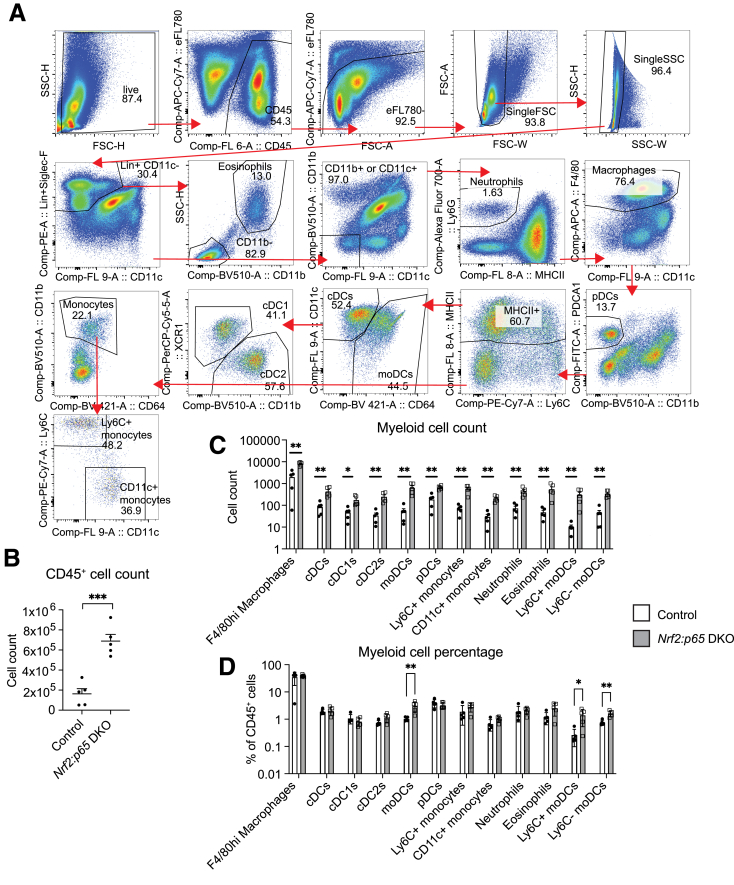
**Immune cell accumulation in *Nrf2:p65* DKO mice 12 days after knockout induction.** (*A*) Gating strategy. (*B, C*) Counts of CD45^+^ (*B*) and myeloid cells (*C*). (*D*) Relative abundance of myeloid cells among all CD45^+^ cells. Bar graphs show mean and standard error of the mean. ∗*P* ≤ .05, ∗∗*P* ≤ .01, ∗∗∗*P* ≤ .001 (unpaired t-test). N = 5 mice/group.

### Combined Loss of Nrf2 and p65 Promotes Hepatocyte Proliferation in the Liver

To determine if the phenotype in the different mutant mice is accompanied by altered hepatocyte proliferation, we analyzed liver sections for the proliferation marker Ki67. Twelve days after KO induction, Nrf2-deficient hepatocytes displayed significantly decreased proliferation compared with control mice, which was rescued by additional deletion of *p65* (Figure 4*A* and *B*). This phenotype was even more pronounced 2 months after induction of the KO. At this time point, the additional KO of *p65* even led to significantly increased cell proliferation compared with *p65* single KO or control mice (Figure 4*A* and *B*). Of note, the extent of liver damage was similar in *p65* KO and DKO mice, suggesting that the increased proliferation in the latter is not a compensatory response to more severe injury (Figures 2*A* and *B*).

**Figure 4:**
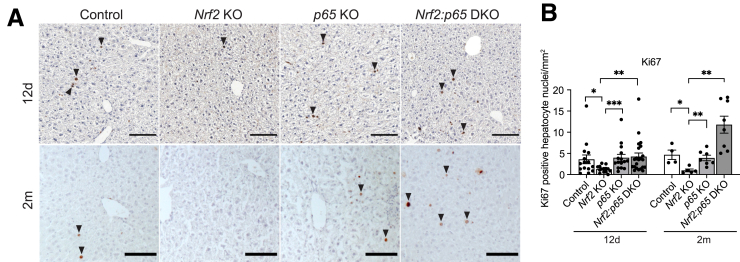
**Combined loss of Nrf2 and p65 promotes hepatocyte proliferation in the liver.** (*A*) Ki67 immunohistochemical staining of liver sections and quantification (*B*) of Ki67^+^ hepatocyte nuclei. 12d, 2m: 12 days (N = 14–21 mice/group) or 2 months (N = 4–8 mice/group) after AAV8Cre injection, respectively. Bar graphs show mean and standard error of the mean. ∗*P* ≤ .05, ∗∗*P* ≤ .01, ∗∗∗*P* ≤ .001 (unpaired t-test).

### Gene Expression Profiling Reveals a Crosstalk Between Nrf2 and p65 in the Control of Hepatocyte Proliferation

To gain insight into the mechanisms underlying the proliferation phenotype in the mutant mice, we performed RNA sequencing of freshly isolated hepatocytes from mice of all 4 genotypes 12 days after KO induction. 

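Hepatocytes from 10 male mice were sequenced 12 days after the injection of AAV8Cre, an adeno-associated virus that carries Cre recombinase into hepatocytes, with 1 library per mouse. There were 3 libraries labelled control, 2 labelled Nrf2 KO, 2 labelled p65 KO, and 3 labelled DKO. The authors estimated the counts with Salmon against the GRCm39 transcripts of GENCODE M33, with a setting for stranded reads, and deposited 1 estimated count per gene and mouse, rounded to whole numbers. The deposited table is named as normalized, but its totals and its median-of-ratios size factors, which ranged from 0.879 to 1.26, differed between the libraries, and the values were therefore used as estimated counts without normalization. The total count per library was between 36170874 and 42518454 in the 3 control libraries (median 37309244), 37483082 and 49897382 in the 2 Nrf2 KO libraries, 33707165 and 36267805 in the 2 p65 KO libraries, and between 35357766 and 40103546 in the 3 DKO libraries (median 36777737). Of the 21939 genes in the table, 6302 had a count of 0 in every library. The 13641 genes with at least 10 counts summed over the 10 libraries were tested with edgeR's quasi-likelihood test in 1 model of the 4 genotypes, with TMM normalization and Benjamini-Hochberg adjustment. A gene was called differentially expressed at an adjusted p-value of at most 0.05 and a log2 fold change of at least 1 in either direction. Normalized counts are counts divided by the TMM-scaled library size relative to its mean over the libraries. Gene positions are those of GRCm39 in GENCODE M39, which held 21926 of the gene identifiers. The targeted genes were examined first. Nfe2l2, the gene for Nrf2 on chromosome 2 from 75504739 to 75534985, had 2100 ± 189 normalized counts (SD, n = 3) in the control libraries, 4872 ± 188 (SD, n = 2) in those labelled Nrf2 KO, and 4261 ± 912 (SD, n = 3) in those labelled DKO. Its total was thus higher, not lower, than in control, with a log2 fold change of 1.21 (standard error 0.156, adjusted p = 0.00488) in Nrf2 KO and 1.02 (standard error 0.143, adjusted p = 0.00347) in DKO. Rela, the gene for p65 on chromosome 19 from 5687493 to 5698161, had 1256 ± 29.9 normalized counts (SD, n = 3) in control, 1196 ± 18.6 (SD, n = 2) in p65 KO, and 1255 ± 227 (SD, n = 3) in DKO libraries. Its log2 fold change of -0.07 in p65 KO (standard error 0.138, adjusted p = 0.765) was small and not significant. Both p65 KO libraries, with 1183 and 1209 normalized counts, lay slightly below all 3 control libraries, which lay between 1221 and 1276. The table holds 1 total per gene, so the deleted exons could not be counted apart, and the genotypes named with these data are those of the labels.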

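The log2 of the normalized count plus 1 was compared between the 10 libraries over the 500 genes with the largest variance. Differences between the 4 labelled genotypes made up 61.5% of the sum of squares, whereas 33.3% is the share that random labels give on average. No other assignment of the labels to the libraries gave a larger share (exact permutation test, p = 0.000159, the smallest that the 25200 assignments allow). Component 1 held 38.4% of the variance and component 2 held 16.8%. On component 1 the libraries labelled p65 KO scored 35.5 and 43.0 and those labelled DKO between 7.25 and 18.9. The control libraries scored between -27.4 and -17.8 and those labelled Nrf2 KO scored -31.7 and -20.4, so that these 2 genotypes overlapped on this component. They lay apart on component 2, with scores between -9.27 and -8.22 in control and of -3.215 and -2.37 in Nrf2 KO. The DKO libraries were spread most widely on this component, from 8.18 to 31.2. A pseudocount of 10 moved the share between genotypes most, to 72.4%.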

Principal component analysis showed a clear clustering of the genotypes (Figure 5*A*). 

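Against the control libraries, 899 genes were called in p65 KO, 325 in DKO, and 75 in Nrf2 KO. In p65 KO 689 genes were higher and 210 lower, and in DKO 186 were higher and 139 lower. All 75 genes called in Nrf2 KO, 898 of those in p65 KO, and 321 of those in DKO had libraries that did not overlap with control. Over all genes tested this held for 28.5% in Nrf2 KO and 50.0% in p65 KO, where chance gives 20%, and for 26.5% in DKO, where chance gives 10%. Nrf2 KO and DKO shared 47 called genes, all with the same direction, p65 KO and DKO shared 162, of which 161 had the same direction, and 10 genes were called in all 3 comparisons. Because these comparisons use the same control libraries, all 10 libraries, controls included, were simulated without any effect. In 20 simulations at most 1 shared gene was called, but no simulated comparison called more than 2 genes. The simulations therefore cannot show how far shared controls raise the overlap of longer lists. The log2 fold changes of Nrf2 KO and DKO had a correlation of 0.441 across 10185 genes, which are not independent replicates, and the simulated mean without an effect was also 0.441, but 67.0% of the genes had the same sign, above the highest simulated value of 65.4%. For p65 KO and DKO the correlation was 0.571 against a highest simulated value of 0.489, and 69.6% had the same sign, against a highest value of 65.6%. For Nrf2 KO and p65 KO it was 0.223, below the lowest simulated value of 0.345, and 58.2% of the genes had the same sign against a simulated mean of 63.2%. The simulations drew each gene independently. Genes that vary together within a mouse would widen the range, so values outside the simulated range do not decide whether effects are shared. With DESeq2's Wald test, 135 genes were called in Nrf2 KO, 1074 in p65 KO, and 534 in DKO, and with limma without a trend 33 were called in Nrf2 KO. Without control replicate 1, the counts were 37, 498, and 147.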

The single deletion of *Nrf2* or *p65* resulted in differential expression of 133 or 1063 genes, respectively, whereas their combined loss changed the expression of 540 genes compared with control subjects (false discovery rate [FDR] ≤0.05 and log_2_ fold change ≥1 or ≤-1) (Figure 5*B*, Supplementary Tables 1–3). Most of the differentially expressed genes (DEGs) in *Nrf2* KO hepatocytes were downregulated (101 of 133), confirming Nrf2 as a primarily positive regulator of gene expression. 

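Of the 75 genes called in the libraries labelled Nrf2 KO, 60 were lower and 15 higher than in control. The downregulated share was 80% (95% Wilson confidence interval from 69.6% to 87.5%, which treats the genes as independent). In comparison, 23.4% of the genes called in p65 KO and 42.8% of those called in DKO were downregulated. When the libraries were scaled to equal totals, 59 of 75 genes called in Nrf2 KO were lower. This hardly tests the direction, because the scaling moved the median log2 fold change there by only 0.00336 (genes with a mean of at least 50 normalized counts). In DKO this scaling turned the balance, with 153 genes higher and 177 lower. It moved the median log2 fold change of genes with a mean of at least 50 normalized counts by 0.177 in p65 KO and by -0.0936 in DKO.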

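In the libraries labelled Nrf2 KO, Ces1b on chromosome 8 from 93780578 to 93806709 encodes a carboxylesterase and had 500 ± 64.1 normalized counts (SD, n = 2) against 3085 ± 197 (SD, n = 3) in control. Its log2 fold change was -2.62 (standard error 0.158, adjusted p = 3.36e-05 from edgeR's quasi-likelihood test), the second lowest p-value in this comparison. Gstm1 on chromosome 3 from 107919380 to 107925380 encodes a glutathione S-transferase and followed with 13798 ± 3156 normalized counts (SD, n = 2) against 107280 ± 10768 (SD, n = 3) and a log2 fold change of -2.96 (standard error 0.223, adjusted p = 0.000219). The log2 fold changes of Ugt2b35, Ugt2b5, Gsta2, Ces1g, and Ugt2b36 were -2.18, -1.93, -2.36, -2.78, and -1.26. Their adjusted p-values lay between 0.000487 and 0.00382, and for each of them both Nrf2 KO libraries lay below all 3 control libraries. All 7 genes belong to families of similar genes, between which reads could have been divided. The lowest p-value belonged to Eno1b, with 8624 and 9629 normalized counts in the Nrf2 KO libraries and between 16.7 and 65.2 in the other 8. Eno1b shares 81.8% of its transcript 31-mers with Eno1, and the sum of both genes in Nrf2 KO was 0.956 times that of the other libraries. Among called genes with a mean of at least 50 normalized counts and no overlap with control, the largest changes besides Eno1b were decreases. Gsta13, with a count of 0 in both Nrf2 KO libraries, was at least 67.5-fold lower, and Zfp982 was at least 55.5-fold lower. Degs1l and Fbxo44 had log2 fold changes of -4.46 and -4.40. Zfp982 and Fbxo44 lie on chromosome 4, and 4 of the 69 other genes within 5 Mb of Zfp982 were called as well.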

The top most significantly (lowest FDR) regulated genes in the Nrf2 dataset were related to Nrf2`s canonical function in detoxification (*Gstm1*, *Gsta2*, *Utg2b35*, *Utg2b5*, *Ugt2b36*) or involved in fatty acid metabolism (*Ces1b* and *Ces1g*) (Figure 5*C*). 

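In the libraries labelled p65 KO, the MHC class II gene H2-Ab1 on chromosome 17 from 34476663 to 34488393 had 664 ± 86.5 normalized counts (SD, n = 2) against 31.2 ± 15.9 (SD, n = 3) in control, a log2 fold change of 4.40 (standard error 0.391, adjusted p = 0.000593 from edgeR's quasi-likelihood test). The neighboring class II genes H2-Aa and H2-Eb1 had log2 fold changes of 4.68 and 4.20, both with an adjusted p of 0.000636. Marker genes of Kupffer cells were higher in the same libraries, with a mean log2 fold change of 2.84 over 12 genes. Retsat, which encodes retinol saturase on chromosome 6 from 72575458 to 72585996, decreased from 28555 ± 3267 normalized counts (SD, n = 3) to 6633 ± 252 (SD, n = 2), a log2 fold change of -2.11 (standard error 0.183, adjusted p = 0.000579). Clpx, which encodes a subunit of a mitochondrial protease, had a log2 fold change of -2.43 (standard error 0.229, adjusted p = 0.000636). The lowest p-values were those of Gm4841 and Serpina3c, with log2 fold changes of 8.02 and 9.58. They are among the 5 largest changes of called genes with a mean of at least 50 normalized counts and no overlap with control. The others are Cyp2a4 at 9.73, Ciart at 5.57, and Usp2 at 5.57. Neither Gm4841 (adjusted p = 0.243) nor Serpina3c (adjusted p = 0.45) was called in DKO. Serpina3c and Cyp2a4 have similar paralogs, between which reads could have been divided.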

Among the most significantly regulated genes in *p65* KO hepatocytes were genes involved in antigen presentation (*H2-Ab1*, *H2-Aa*, *H2-Eb1*) or metabolism of retinol (*Retsat*) or lipids (*Clpx*). Expression of genes with a function in circadian regulation (*Arntl*, *Per2*) was also affected, although all mice were injected and sacrificed in the morning (Figure 5*C*). 

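Arntl on chromosome 7 from 112806152 to 112914735 had 795 ± 318 normalized counts (SD, n = 3) in control and 26.1 ± 6.18 (SD, n = 2) in p65 KO libraries, a log2 fold change of -4.93 (standard error 0.56, adjusted p = 0.000914 from edgeR's quasi-likelihood test). Per2 on chromosome 1 from 91343700 to 91387069 increased from 154 ± 14.9 (SD, n = 3) to 1217 ± 54.9 (SD, n = 2), a log2 fold change of 2.99 (standard error 0.284, adjusted p = 0.000636). In DKO the changes were smaller, with log2 fold changes of -2.16 for Arntl (adjusted p = 0.0121) and 2.18 for Per2 (adjusted p = 0.00171). Between DKO and p65 KO the difference was called for Arntl (log2 fold change 2.77, adjusted p = 0.0233) and not for Per2 (-0.80, adjusted p = 0.121). Neither gene was called in Nrf2 KO, where Arntl varied from 323 to 700 normalized counts between the 2 libraries. Other clock genes moved with them. The mean log2 fold change of 4 genes that peak with Arntl was -2.34 in p65 KO and -1.76 in DKO, and that of 9 genes that peak with Per2 was 2.88 and 1.97 (adjusted p-values from limma's fry test between 0.00653 and 0.0223 over 21 list tests).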

Genes encoding detoxification enzymes (*Gstm1*, *Gsta2*, *Gclc*, *Ugt2b35*, *Ephx1*), regulators of lipid metabolism (*Ces1b*, *Ces1g*, *Fgf21*), and antigen processing (*Cd74*) were the most significantly regulated genes in DKO hepatocytes (Figure 5*C*).

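In the libraries labelled DKO, Ces1b and Gstm1 had the lowest p-values, with log2 fold changes of -2.74 and -3.27. Gclc on chromosome 9 from 77661797 to 77701770, which encodes a subunit of the enzyme that starts glutathione synthesis, decreased from 23065 ± 4544 normalized counts (SD, n = 3) to 5013 ± 373 (SD, n = 3), a log2 fold change of -2.20 (standard error 0.174, adjusted p = 0.00012 from edgeR's quasi-likelihood test). It was also lower in each single knockout, with log2 fold changes of -1.21 in Nrf2 KO and -1.33 in p65 KO. Fgf21 on chromosome 7 from 45263301 to 45266963 decreased from 305 ± 78.3 (SD, n = 3) to 21.0 ± 4.83 (SD, n = 3), a log2 fold change of -3.85 (standard error 0.3, adjusted p = 0.000117), whereas it was called in Nrf2 KO with a smaller change (-1.58, adjusted p = 0.0411) and not changed in p65 KO (-0.04, adjusted p = 0.933). Gsta2, Ugt2b35, and Ces1g had log2 fold changes of -2.57, -2.25, and -2.90, with adjusted p-values between 9.04e-05 and 0.000484. Ephx1 decreased from 26123 ± 6225 (SD, n = 3) to 6531 ± 868 normalized counts (SD, n = 3, adjusted p = 0.000288). Cd74, which encodes the invariant chain of MHC class II, increased from 92.8 ± 32.6 normalized counts (SD, n = 3) to 721 ± 278 (SD, n = 3), a log2 fold change of 2.95 (standard error 0.338, adjusted p = 0.00133), the 31st lowest p-value in this comparison. Among called genes with a mean of at least 50 normalized counts and no overlap with control, Myom2, Gsta13, Gsta1, Npas2, and Abcc3 changed most. Myom2 had a count of 0 in all control libraries and 647 ± 231 normalized counts (SD, n = 3) in DKO. The other 4 genes had log2 fold changes between -6.98 and -4.45. Cyp2a4, with a log2 fold change of 6.72 in DKO, was not ranked, because DKO replicate 3 lay within the range of the control libraries.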

**Figure 5:**
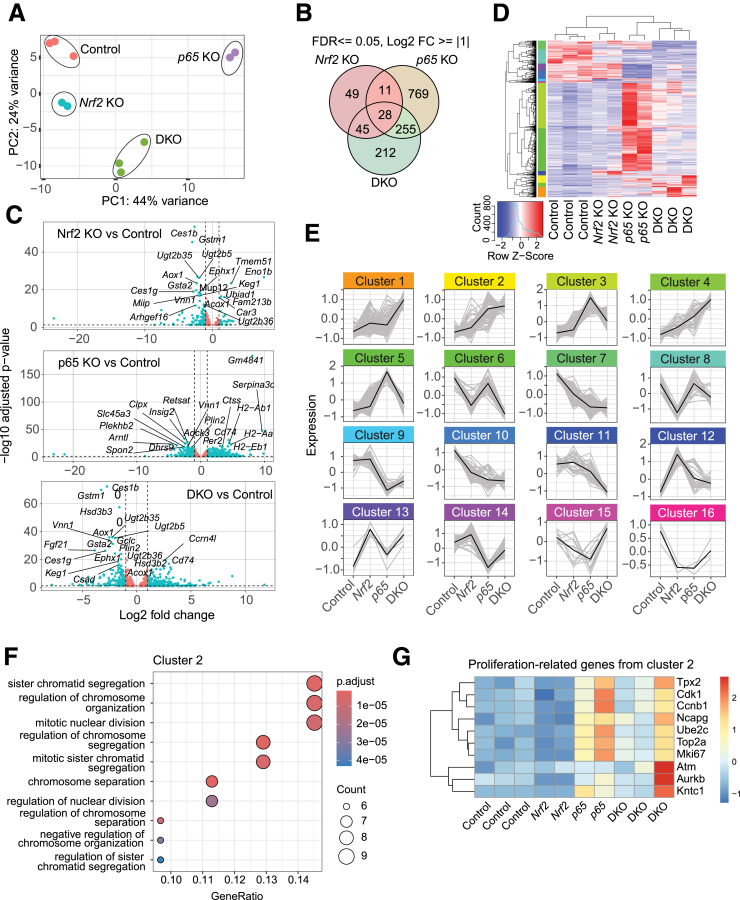
**RNA sequencing analysis reveals a crosstalk between Nrf2 and p65 in the control of hepatocyte proliferation.** (*A*) Principal component analysis of RNA sequencing data (N = 2–3 mice/group). (*B*) Venn diagram showing overlap between genes differentially expressed in freshly isolated hepatocytes from *Nrf2* and *p65* KO and DKO mice compared with hepatocytes from control mice. (*C*) Volcano plots of significantly DEGs in *Nrf2* KO, *p65* KO, and DKO hepatocytes versus control hepatocytes. Twenty highly regulated genes in each comparison are indicated. (*D*) Heatmap of the hierarchical clustering analysis of all DEGs (FDR ≤0.05) across genotypes, which were above the threshold (log_2_ fold change ≥1 or ≤-1). (*E*) Patterns of gene expression of DEGs across genotypes, allowing association of these genes with 16 clusters (Figure 7*D*). (*F*) Biologic functions of genes from cluster 2. (*G*) Heatmap showing expression of proliferation-relevant genes from cluster 2.

Next, we clustered all DEGs that showed significant regulation and determined distinct coexpression patterns among the regulated genes across all genotypes. This resulted in the identification of 16 distinct clusters (Figure 5*D* and *E*). 

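The cluster memberships of Table S4 were used as the paper lists them, and the clustering was not repeated. Between 3 and 397 genes of each cluster were among the genes tested. Because the genes of a cluster were grouped by their values in these libraries, the direction of a cluster is not independent evidence, and the values given for clusters describe their size and spread. Over clusters 3 and 5, which hold 771 of the genes, the median log2 fold change was 2.38 in p65 KO, 1.17 in DKO, and 0.14 in Nrf2 KO.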

Clusters 1 and 4 include genes with elevated expression in DKO mice. They encode proteins involved in oxygen transport, actin-based cell membrane projection and glycosaminoglycan binding, and 9 members of the Major Urinary Protein family (Supplementary Tables 4 and 5). 

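All 126 genes of clusters 1 and 4 that were tested had a higher mean in DKO than in control, with a median log2 fold change of 1.75 against 0.57 in p65 KO and 0.33 in Nrf2 KO. Of these genes, 67 were called in DKO, 15 in p65 KO, and 1 in Nrf2 KO. DKO was above p65 KO at an adjusted p of at most 0.05 for 27 genes. For cluster 1, leaving out DKO replicate 1 lowered the median log2 fold change in DKO from 1.80 to 1.49.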

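The 4 globin genes together had 1141, 402, and 164 normalized counts in DKO replicates 1, 2, and 3 and 130.5 ± 69.2 (SD, n = 3) in control, so that 2 of the 3 DKO libraries lay above all 7 libraries of the other genotypes. The difference from control was not significant (exact permutation test, 2-sided p = 0.2, n = 3 per genotype, where 0.1 is the smallest p that 3 against 3 allow). Of the 22 genes of the Major Urinary Protein family that were tested, 9 are in cluster 1. Their reads can be shared between near-identical copies, so the family was summed. The sum was 5831700 ± 1621000 normalized counts (SD, n = 3) in DKO and 3096100 ± 530000 (SD, n = 3) in control, a log2 ratio of 0.914 (exact permutation test, 2-sided p = 0.1, the smallest possible). Each DKO library lay above each of the other 7 libraries, and this held with scaling to equal totals, equal upper quartiles, and DESeq2's size factors. In p65 KO the sum was lower, at 1560000 ± 229400 (SD, n = 2). Single family members were called less often than the sum moved, with 2 of 22 higher in DKO and 9 of 22 lower in p65 KO.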

Major urinary proteins are polymorphic proteins involved in the control of pheromone transport, regulation of behavior, and nutrient metabolism.^33^ In spite of their interesting regulation, we did not further analyze them, because they do not have orthologs in the human genome. 

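Of the 397 genes of cluster 3 and the 374 genes of cluster 5 that were tested, all 771 had a higher mean in the libraries labelled p65 KO than in control, and 636 were called. Their median log2 fold change in p65 KO was 2.57 in cluster 3 and 2.11 in cluster 5. In Nrf2 KO, 1 of the 771 genes was called and the medians were 0.18 and 0.07. A pseudocount of 10 in limma's test gave the lowest medians in p65 KO, of 1.61 and 1.49.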

Clusters 3 and 5 include genes that were upregulated in *p65* KO mice (Figure 5*D* and *E*). Many of them are relevant to inflammation (Supplementary Tables 4 and 5), which is consistent with the inflammatory phenotype in these mice (Figure 2*A* and *B*). Expression of most of these genes was lower in DKO hepatocytes but still higher than in hepatocytes from control mice (Figure 5*E*). 

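For 712 of the 771 genes of clusters 3 and 5, the mean in DKO lay between those of control and p65 KO. DKO was below p65 KO for 751 genes, and 79 of these differences had an adjusted p of at most 0.05 from edgeR's quasi-likelihood test. At an unadjusted p under 0.05, 403 genes were lower in DKO than in p65 KO and 0 were higher. These genes are not independent, since markers of other cell types are among them. Clec4f and Csf1r of Kupffer cells had log2 fold changes of 2.67 and 2.90 in p65 KO and 1.46 and 1.59 in DKO. For Dcn of stellate cells they were 3.63 and 1.68. Less RNA of such cells in the DKO preparations could lower many of the genes together. In DKO, 732 of the genes were above control and 97 were called. A test of the interaction, that is, whether the effect of Nrf2 loss differed with and without p65, called 15 of the 771 genes.

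**Figure D1:**
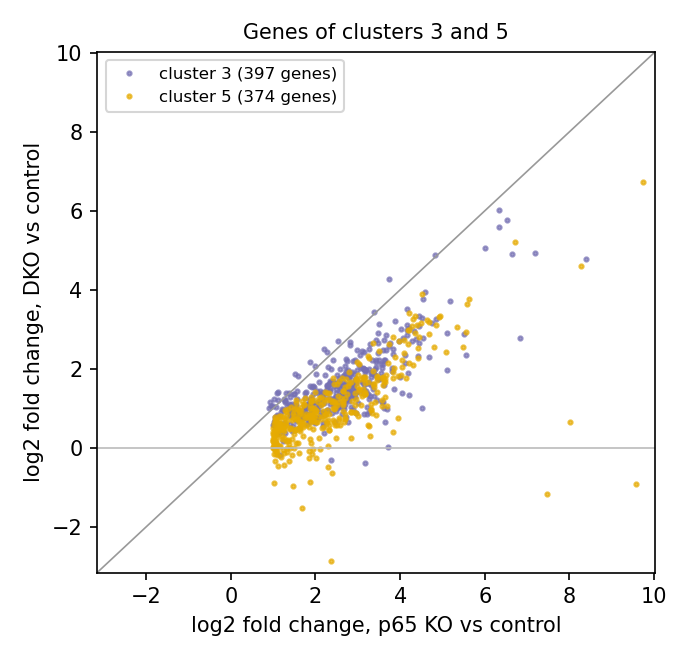
Log2 fold change against control in DKO (vertical axis) and in p65 KO (horizontal axis) for the 397 genes of cluster 3 and the 374 genes of cluster 5, with 1 point per gene. The gray diagonal marks equal changes, and 751 of the 771 points lie below it. The points are not independent, and markers of other cell types are among them.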

Although this suggests that additional *Nrf2* deletion ameliorates liver inflammation; the altered expression did not result in major differences in immune cells between *p65* KO and DKO mice (Figure 2*B*).

Clusters 6 and 8 include genes with reduced expression in *Nrf2* KO and DKO hepatocytes compared with control and *p65* KO hepatocytes. They include classical Nrf2 target genes involved in detoxification and lipid metabolism (Figure 5*E*, Supplementary Tables 4 and 5).

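In clusters 6 and 8, 66 genes were tested. Their median log2 fold change was -1.45 in Nrf2 KO and -1.33 in DKO, against -0.20 in p65 KO. The 2 clusters differed in DKO, with medians of -1.66 for cluster 6 and -0.43 for cluster 8, against -1.285 and -1.90 in Nrf2 KO and -0.32 and 0.09 in p65 KO. All 66 genes had a lower mean in Nrf2 KO than in control and 4 had a higher mean in DKO. Of them, 40 were called in Nrf2 KO, 43 in DKO, and 0 in p65 KO, where 18 had an unadjusted p under 0.05. DKO was below p65 KO for 61 genes, 40 of them at an adjusted p of at most 0.05.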

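A list of 13 Nrf2 target genes had a mean log2 fold change of -1.14 in Nrf2 KO (adjusted p = 0.000749 from limma's fry test over 21 list tests), -1.30 in DKO (adjusted p = 0.00061), and -0.20 in p65 KO (adjusted p = 0.0723). Over the list, 12 of 13 genes were lower in Nrf2 KO, and 5 of them were called. Each of the 5 libraries labelled Nrf2 KO or DKO had a lower mean of the list than each of the other 5. The interaction of the 2 deletions was 0.03 on the log2 scale (adjusted p = 0.356 from limma's fry test over 9 tests).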

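The 8 genes of cluster 13 had a median log2 fold change of 1.10 in Nrf2 KO, 1.22 in DKO, and 0.58 in p65 KO. All 8 had a higher mean in Nrf2 KO and in DKO than in control, but 1 gene was called in Nrf2 KO and 2 in DKO with edgeR's quasi-likelihood test. Without DKO replicate 2 the median in DKO was 0.87. The difference between DKO and p65 KO had an adjusted p of at most 0.05 for 0 genes and an unadjusted p under 0.05 for 3.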

Cluster 13 includes genes with an opposite expression profile compared with clusters 6 and 8, indicating that Nrf2 represses their expression (Figure 5*E*). Among them are the genes for calcium/calmodulin-dependent protein kinase II beta (*Camk2b*), which is involved in the suppression of insulin signaling,^34^ protein phosphatase 1, regulatory subunit 3G (*Ppp1r3g*), known to regulate glycogen synthesis,^35^ and the tumor suppressor Rap1 GTPase-activating protein (*Rap1gap*) (Supplementary Tables 4 and 5). 

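Camk2b on chromosome 11 from 5915791 to 6016362 had 207 ± 134 normalized counts (SD, n = 3) in control, 478 ± 93.1 (SD, n = 2) in Nrf2 KO, and 449 ± 164 (SD, n = 3) in DKO libraries. The log2 fold changes of 1.20 (standard error 0.457, adjusted p = 0.41) and 1.11 (standard error 0.421, adjusted p = 0.155) were not significant. Ppp1r3g was not changed in Nrf2 KO (log2 fold change 0.49, standard error 0.699, adjusted p = 0.902), and DKO replicate 2 had 1422 normalized counts where the other 2 DKO libraries had 203 and 231. In p65 KO its log2 fold change was -2.68 (standard error 0.833, adjusted p = 0.0536). Rap1gap had log2 fold changes of 0.75 in Nrf2 KO (standard error 0.362, adjusted p = 0.58) and 0.999 in DKO (standard error 0.331, adjusted p = 0.107). With DESeq2's Wald test, Ppp1r3g in p65 KO (adjusted p = 0.0213) and Rap1gap in DKO (adjusted p = 0.0398) were called.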

Genes from cluster 12 were also upregulated in response to *Nrf2* deletion, but their expression was unchanged in DKO mice (Figure 5*E*). Among them are enzymes with documented roles in the pathogenesis of hepatocellular carcinoma (*Sult1c2* and *St6galnac4*),^36^ or alcohol-induced steatosis (*Pde4*).^37^

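The 30 genes of cluster 12 all had a higher mean in the libraries labelled Nrf2 KO than in control, with a median log2 fold change of 1.65, and 12 were called. In DKO the median log2 fold change was 0.76 and 4 genes were called, and in p65 KO the median was 0.81 with 8 genes called. All 30 genes were lower in DKO than in Nrf2 KO. The interaction was called for 5 of the 30 genes. Without Nrf2 KO replicate 2 the median in Nrf2 KO was 1.36.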

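St6galnac4 on chromosome 2 from 32476963 to 32489710 had 69.9 ± 5.17 normalized counts (SD, n = 2) in Nrf2 KO against 9.52 ± 5.25 (SD, n = 3) in control, a log2 fold change of 2.87 (standard error 0.554, adjusted p = 0.0469), and 16.1 ± 3.82 (SD, n = 3) in DKO, which was not different from control (adjusted p = 0.427). The call of St6galnac4 in Nrf2 KO was lost in 11 settings. Its adjusted p ranged from 0.000354 to 0.112 over the alternatives and reached 0.132 when 1 library was left out. Sult1c2 had a log2 fold change of 1.23 in Nrf2 KO (standard error 0.294, adjusted p = 0.117), and the adjusted p was 0.012 with DESeq2's Wald test. Of the Pde4 genes, Pde4b is in cluster 12 and Pde4d in cluster 11 of Table S4. Pde4b, which was added after the tables were compared, increased from 317 ± 107 (SD, n = 3) to 1012 ± 144 normalized counts (SD, n = 2) in Nrf2 KO, a log2 fold change of 1.68 (standard error 0.266, adjusted p = 0.0175), and was not changed in DKO (0.37, adjusted p = 0.399). Pde4d did not differ in Nrf2 KO (-0.78, adjusted p = 0.445) and was lower in DKO (-1.40, adjusted p = 0.0199).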

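Over the 124 genes of clusters 7 and 10 that were tested, the median log2 fold change was -0.84 in Nrf2 KO, -1.37 in p65 KO, and -1.39 in DKO. The mean was lower than in control for all genes in p65 KO and DKO and for all but 1 gene in Nrf2 KO. Of them, 18 were called in Nrf2 KO, 75 in p65 KO, and 62 in DKO. DKO lay between control and p65 KO for 70 genes and below p65 KO for 54, and the difference between DKO and p65 KO had an adjusted p of at most 0.05 for 12 genes, 3 lower and 9 higher in DKO.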

Clusters 7 and 10 include genes with reduced expression in *Nrf2* single KO mice and a further reduction in *p65* KO and DKO mice (Figure 5*E*). 

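Cyp4a14 on chromosome 4 from 115343397 to 115353344 had 18451 ± 9983 normalized counts (SD, n = 3) in control, 2043 ± 1342 (SD, n = 2) in Nrf2 KO, 729 ± 0.51 (SD, n = 2) in p65 KO, and 992 ± 1075 (SD, n = 3) in DKO libraries. The log2 fold changes were -4.66 in p65 KO (standard error 1.04, adjusted p = 0.0166) and -4.22 in DKO (standard error 0.856, adjusted p = 0.0209), whereas that of -3.18 in Nrf2 KO (standard error 0.96, adjusted p = 0.251) was not significant with edgeR's quasi-likelihood test. Cyp4a10 behaved alike, with 3828 ± 661 normalized counts (SD, n = 2) in Nrf2 KO (adjusted p = 0.211) against 30608 ± 9509 (SD, n = 3) in control and log2 fold changes of -4.00 in p65 KO and -2.82 in DKO. Cyp4a31 was called in all 3 genotypes (-2.24, -3.31, and -1.61), and Cyp4a32 was called in Nrf2 KO and p65 KO (-1.03 and -1.09) and had a log2 fold change of -0.60 in DKO. Acot1 and Acot2 had log2 fold changes of -2.01 (adjusted p = 0.274) and -1.24 (adjusted p = 0.25) in Nrf2 KO, -2.84 and -1.56 in p65 KO, and -2.66 and -1.53 in DKO. A list of 14 PPARα target genes, the products of which metabolize fatty acids, was lower in all 3 genotypes, with mean log2 fold changes of -1.496 in Nrf2 KO (adjusted p = 0.00476 from limma's fry test), -1.965 in p65 KO (adjusted p = 0.00345), and -1.92 in DKO (adjusted p = 0.000749). The Cyp4a and Acot genes are close paralogs, between which reads could have been divided.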

Their products are involved in fatty acid metabolism and include acyl-CoA thioesterase family members (*Acot1*, *Acot2*) and members of the cytochrome P-450 monooxygenase family (*Cyp4a31*, *Cyp4a14*, *Cyp4a32*, and *Cyp4a10*) (Supplementary Tables 4 and 5).

The basal expression of genes from clusters 9 and 14 was dependent on p65; however, additional deletion of *Nrf2* in DKO mice partially rescued their decreased expression (Figure 5*E*). Among them are genes encoding tight junction components (*Cldn1*, *Tjp1*, *Tjp2*); enzymes involved in very-long-chain fatty acid metabolism (*Elovl3*, *Elovl5*); components of the Map kinase signaling pathway (*Map3k13*, *Map4k4*); and the *Ggct* gene, which is involved in glutathione catabolism (Supplementary Tables 4 and 5).

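Of the 133 genes of clusters 9 and 14 that were tested, all had a lower mean in p65 KO than in control, and 116 were called. Their median log2 fold change was -1.40 in p65 KO, -0.44 in DKO, and -0.05 in Nrf2 KO, and 112 of them lay between control and p65 KO in DKO. DKO was above p65 KO at an adjusted p of at most 0.05 for 55 genes and below it for 0, with 1 below it at an unadjusted p under 0.05. In DKO 11 genes were called, and the interaction was called for 4.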

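Cldn1 on chromosome 16 from 26175392 to 26190596 decreased from 4294 ± 546 normalized counts (SD, n = 3) in control to 1155 ± 326 (SD, n = 2) in p65 KO, a log2 fold change of -1.90 (standard error 0.199, adjusted p = 0.000722), and had 2361 ± 364 (SD, n = 3) in DKO, above p65 KO by 1.03 on the log2 scale (adjusted p = 0.0197 from edgeR's quasi-likelihood test). Tjp1 did not change in any genotype. Its log2 fold change was 0.12 in p65 KO (standard error 0.163, adjusted p = 0.653), and Table S4 does not list it. Elovl3, Elovl5, Map3k13, Map4k4, and Ggct had log2 fold changes in p65 KO of -3.48, -1.31, -1.52, -1.76, and -1.17, all called. In DKO, Elovl3 (-1.67) and Map4k4 (-1.42) were called and Elovl5, Map3k13, and Ggct were not. The difference between DKO and p65 KO was called for Map3k13 (1.08, adjusted p = 0.0109) but not for Elovl3 (1.82, adjusted p = 0.0575), Elovl5, Map4k4, or Ggct.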

Cluster 2 included several genes related to cell proliferation (Figure 5*E-G*, Supplementary Tables 4 and 5). They encode cell cycle regulators (*Cdk1*, *Ccnb1*, *Aurkb*, *Ube2c*) and proteins involved in chromosome segregation during mitosis (*Ncapg*, *Mki67*, *Top2a*, *Tpx2*, *Kntc1*). 

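All 65 genes of cluster 2 that were tested had a higher mean in DKO than in control, with a median log2 fold change of 2.00, and 61 had a higher mean in p65 KO, with a median of 1.95. In Nrf2 KO the median was 0.08, so that the cluster as a whole did not decrease there. The genes were called in 22 cases in p65 KO, 16 in DKO, and 0 in Nrf2 KO, where 15 had an unadjusted p under 0.05. In DKO 64 genes were above Nrf2 KO. Without DKO replicate 3 the median in DKO was 1.305, and without p65 KO replicate 2 that in p65 KO was 1.44.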

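Mki67 on chromosome 7 from 135291513 to 135318299, which encodes the Ki67 antigen, had 14.1 ± 1.98 normalized counts (SD, n = 3) in control, 78.8 ± 19.5 (SD, n = 2) in p65 KO, and 56.8 ± 25.2 (SD, n = 3) in DKO. The log2 fold changes were 2.48 (standard error 0.427, adjusted p = 0.00562) and 2.00 (standard error 0.401, adjusted p = 0.0196). In Nrf2 KO both libraries were at or under 3 counts, which is at least 4.69-fold lower than control, and the adjusted p of 0.132 was not significant. Kntc1 was at the floor in control, with a count of 1 in each library. It had 27.2 ± 11.8 normalized counts (SD, n = 2) in p65 KO and 27.5 ± 30.8 (SD, n = 3) in DKO, both called. Ccnb1, Ube2c, and Top2a were called in p65 KO only, with log2 fold changes of 2.14, 3.11, and 2.61. In DKO these 3 genes had log2 fold changes of 1.58 (adjusted p = 0.112), 2.43 (adjusted p = 0.0791), and 2.11 (adjusted p = 0.0682). Cdk1, Aurkb, Ncapg, and Tpx2 passed the thresholds in neither genotype, with adjusted p-values between 0.0561 and 0.579 in p65 KO and between 0.0929 and 0.272 in DKO. With DESeq2's Wald test, Cdk1, Ncapg, and Tpx2 were called in p65 KO and Ube2c, Top2a, and Tpx2 in DKO. Counts were low, with Aurkb at 11.0, 7.87, and 6.54 normalized counts in the control libraries and 0 in both Nrf2 KO libraries.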

Their differential expression correlates with the alterations in cell proliferation identified by Ki67 staining (Figure 4*A* and *B*). These findings point to an interplay between Nrf2 and p65 in the control of hepatocyte proliferation.

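The 9 proliferation genes were also tested as a list with limma's fry test, with adjustment over 8 tests of 2 lists. As the study chose these genes on the same libraries, the test is not independent evidence. Their mean log2 fold change was -2.61 in Nrf2 KO (adjusted p = 0.0357), 2.42 in p65 KO (adjusted p = 0.017), and 2.19 in DKO (adjusted p = 0.0333), and DKO was above Nrf2 KO by 4.80 (adjusted p = 0.017). With genes at the floor set to their bounds, the means were -1.33, 2.26, 2.03, and 3.23. Each library labelled Nrf2 KO lay below and each library labelled p65 KO or DKO above all control libraries. A list of 94 S and G2/M phase genes was not chosen by the study, but genes that it may share with the 9 were not taken out. Its mean log2 fold changes were -0.78 in Nrf2 KO (adjusted p = 0.239 from limma's fry test), 1.02 in p65 KO (adjusted p = 0.0383), 0.88 in DKO (adjusted p = 0.0645), and 1.66 in DKO against Nrf2 KO (adjusted p = 0.0357). Relative to the control mean, its 42 S phase genes were at -0.247 and -0.129 in the Nrf2 KO libraries, and its 52 G2/M genes at -0.675 and -0.580. In the DKO libraries the S phase genes lay between 0.0294 and 1.26 and the G2/M genes between 0.618 and 1.32. The interaction, which tests whether Nrf2 loss acts differently without p65, was 2.38 for the 9 genes (adjusted p = 0.176 from limma's fry test over 9 tests) and 0.64 for the 94 genes (adjusted p = 0.515), neither of them significant. Without any one of the control libraries the adjusted p-values of the 9 genes were between 0.0533 and 0.0787 in the 3 comparisons with control. The paper relates the changes of these genes to its Ki67 staining and proposes an interplay of Nrf2 and p65 in hepatocyte proliferation.

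**Figure D2:**
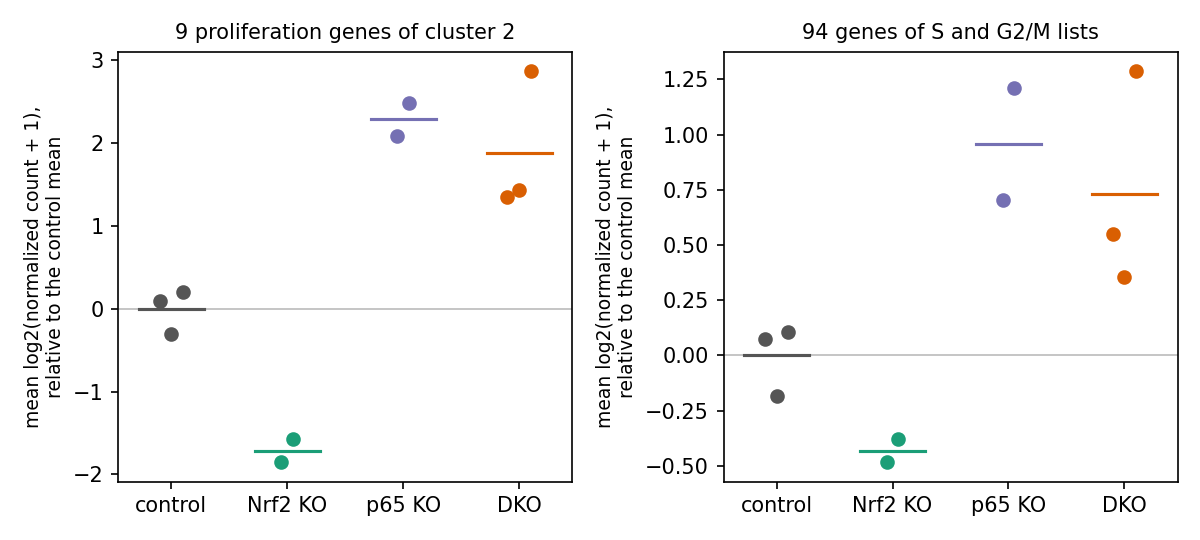
Mean log2 value of the 9 proliferation genes of cluster 2 (left) and of the 94 genes of the S and G2/M lists (right) in each library, relative to the mean of the control libraries, with 1 point per library and a line at the mean of each labelled genotype. For the 9 genes the DKO libraries lie between 1.35 and 2.87, and for the 94 genes between 0.355 and 1.29.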

To determine if some of the DEGs are directly regulated by Nrf2 and p65 in the liver, we analyzed published chromatin immunoprecipitation sequencing (ChIP-seq) data that show DNA binding of Nrf2 or p65 in the liver of male C57BL/6 mice (GSE109865,^38^ GSE117488,^39^ both taken from Gene Expression Omnibus database, https://www.ncbi.nlm.nih.gov/geo/). Nrf2 binding sites were broadly distributed and present in promoters and distal enhancers, whereas p65 bound predominantly in proximal promoter regions (Figure 6*A*). There was a clear overlap between DEGs from *Nrf2* KO and DKO hepatocytes with Nrf2 ChIP-seq data, showing that 36 genes that were regulated in *Nrf2* KO hepatocytes and 75 genes that were regulated in DKO hepatocytes are direct Nrf2 targets (Figure 6*B* and *C*). Among them are genes encoding key regulators of redox homeostasis and compound detoxification (eg, *Gstp1*, *Gstp2*, *Srxn1*, *Gstm3*, *Gstm1*, *Nqo1*, and *Gclc*) (Figure 6*B* and *C*). 

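Binding data were not analysed here, and the values are those of RNA. Srxn1 on chromosome 2 from 151947436 to 151957687 decreased from 1974 ± 333 normalized counts (SD, n = 3) in control to 793 ± 18.3 (SD, n = 2) in Nrf2 KO and 779 ± 132 (SD, n = 3) in DKO, log2 fold changes of -1.32 (standard error 0.173, adjusted p = 0.00597) and -1.34 (standard error 0.151, adjusted p = 0.00133). Gstm3 had log2 fold changes of -2.97 in Nrf2 KO (adjusted p = 0.00921) and -2.31 in DKO (adjusted p = 0.00461). Gstp1 was called in Nrf2 KO (-1.23, adjusted p = 0.0419) and not in DKO, where its log2 fold change was -0.795. Its neighbor Gstp2, with which it can share reads, had a log2 fold change of -2.31 in Nrf2 KO (standard error 0.524, adjusted p = 0.0987) and of -0.19 in DKO (adjusted p = 0.825). Without control replicate 1 and without DKO replicate 2 its direction in DKO was reversed, with log2 fold changes of 0.27 and 0.14. Nqo1 was called in DKO (-1.35, adjusted p = 0.0126) and had a log2 fold change of -1.40 in Nrf2 KO with an adjusted p of 0.0561 from edgeR's quasi-likelihood test and 0.000346 from DESeq2's Wald test.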

Only 17 or 8 genes that were differentially expressed in *p65* KO or DKO hepatocytes, respectively, overlapped with ChIP-seq binding peaks (Figure 6*B* and *C*). We did not identify binding peaks in the promoters of proliferation-related genes from cluster 2, suggesting that they are not directly regulated by Nrf2 or p65.

**Figure 6:**
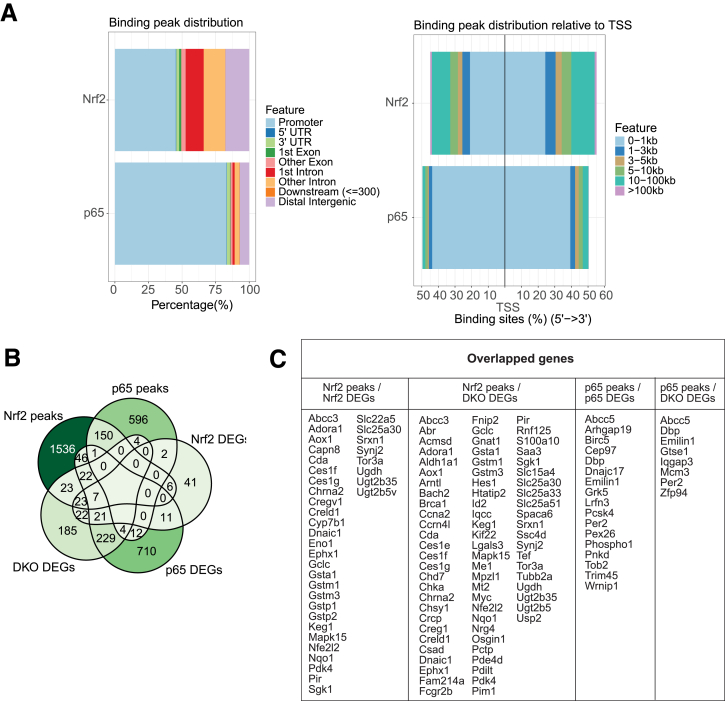
**Analysis of Nrf2 and p65 ChIP-seq data.** (*A*) Distribution of Nrf2 and p65 binding peaks within different DNA elements and relative to the transcription start site (TSS). (*B*) Venn diagram showing the overlap between DEGs (*Nrf2*-, *p65*-, and DKO vs *ctrl*) and genes that contain binding peaks of Nrf2 and p65. (*C*) The list of overlapping genes from *B*.

### Loss of *Nrf2* Reduces Hepatocyte Proliferation in the Injured Liver, which is Rescued by Additional *p65* Deficiency

We next determined if the differences in proliferation observed in the noninjured liver of mice with different genotypes are retained or even exacerbated after liver injury, when the need for proliferation is increased. Therefore, we injected the mice with the hepatotoxin carbon tetrachloride (CCl_4_), which causes hepatocyte death with compensatory hyperproliferation after a single application. Mice were sacrificed and analyzed 24 hours, 48 hours, and 5 days after CCl_4_ injection (Figure 7*A*). To monitor a possible overgrowth of hepatocytes, which had not been infected with AAV8-Cre and/or escaped recombination, we monitored the KO efficiency in freshly isolated hepatocytes from the regenerating liver and confirmed that expression of both *Nrf2* and *p65* was strongly downregulated in single KO and DKO mice (Figure 7*B*). There was a mildly larger necrotic area in *Nrf2* KO mice compared with control mice at 48 hours after CCl_4_ injection (Figure 7*C* and *D*). Serum activity of ALT was comparable in mice of all genotypes at 24 hours and 48 hours post CCl_4_ injection (Figure 7*E*). Ki67 staining confirmed the data obtained with uninjured liver and showed a strong and significant reduction of Ki67-positive hepatocytes in *Nrf2* KO mice and a rescue of this phenotype in DKO mice at 48 hours after CCl_4_ injection, the time point that corresponds to the maximum proliferation rate of hepatocytes (Figure 7*F* and *G*). A similar result was obtained with another proliferation marker, phosphorylated histone H3 (Figure 7*F* and *H*). No difference in proliferation was seen in the oil-treated control mice, and the serum activity of ALT in these mice was comparable with untreated mice (Figure 7*I-K*).

**Figure 7:**
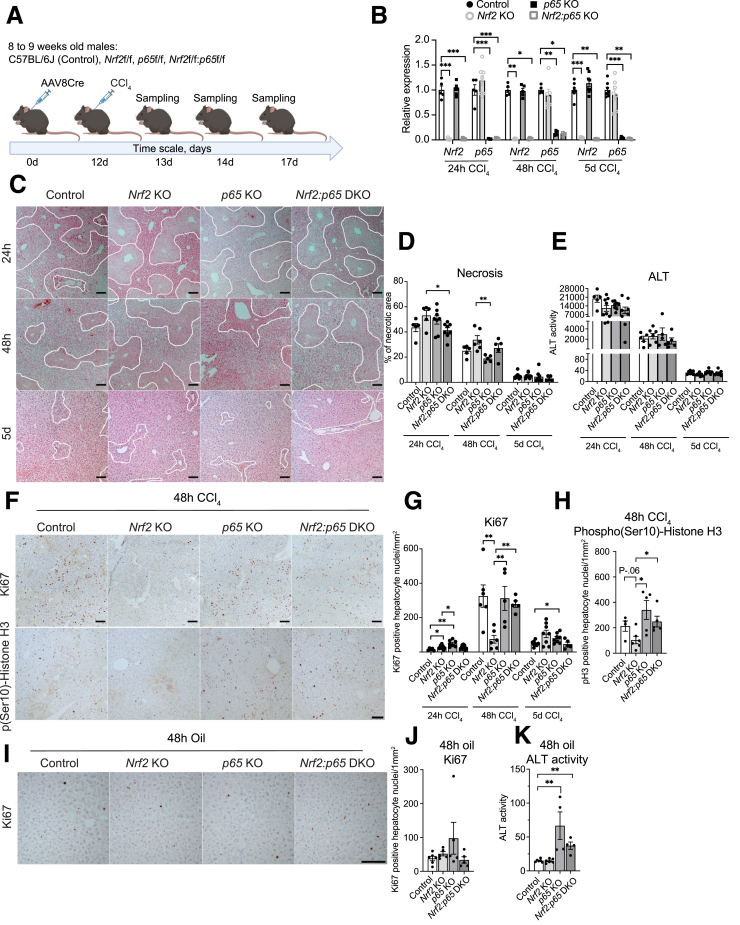
**Deletion of *p65* rescues the proliferation defect of Nrf2-deficient hepatocytes in the regenerating liver.** (*A*) Scheme of the experimental setup, including AAV8Cre injection and CCl_4_ treatment. (*B*) RT-qPCR for *Nrf2* and *p65* relative to *Gapdh* using RNA from freshly isolated hepatocytes of control, *Nrf2*, and *p65* KO and DKO mice, 24 hours (N = 5–8 mice/group), 48 hours (N = 4–6 mice/group), and 5 days (N = 5–8 mice/group) after CCl_4_ treatment. (*C*) H&E staining of liver sections from control, *Nrf2*, and *p65* KO and DKO mice at different time points post CCl_4_ injection (N = 5–8 mice/group). (*D*) Quantification of the necrotic area (encircled with a *white line* in *C*). (*E*) Serum activity of ALT at different time points post CCl_4_ injection (N = 5–9 mice/group). (*F*) Ki67 and phospho-(Ser10)-histone H3 immunohistochemistry staining of liver sections and (*G, H*) quantification (N = 5–8 mice/group and N = 4–6 mice/group respectively). (*I*) Representative immunohistochemical staining of liver sections for Ki67, 48 hours after olive oil injection, and quantification (*J*) of the stained cells (N = 5–6 mice/group). (*K*) Serum activity of ALT in mice treated with olive oil for 48 hours (N = 4–6 mice/group). Scale bars: 100 μm. Bar graphs show mean and standard error of the mean. ∗*P* ≤ .05, ∗∗*P* ≤ .01, ∗∗∗*P* ≤ .001 (Mann-Whitney *U* test).

Together, these results demonstrate that Nrf2 is important for hepatocyte proliferation after CCl_4_ injury and that additional loss of p65 rescues the proliferation defect caused by the loss of Nrf2 in these cells.

### p65 Deficiency Rescues the Proliferation Defect of Nrf2-Deficient Hepatocytes Via Non-Cell-Autonomous Mechanisms

To determine if the proliferation defect of Nrf2-deficient hepatocytes and its rescue by additional loss of p65 is cell-autonomous, we analyzed the response of cultured primary hepatocytes from the mutant mice to the primary hepatocyte mitogens hepatocyte growth factor or epidermal growth factor using BrdU incorporation studies. However, the hepatocyte growth factor–mediated increase in hepatocyte proliferation was not affected by the loss of Nrf2, and the additional p65 deficiency even reduced the response (Figure 8*A* and *B*). Epidermal growth factor had no significant effect on cell proliferation, independent of the genotype (Figure 8*B*).

**Figure 8:**
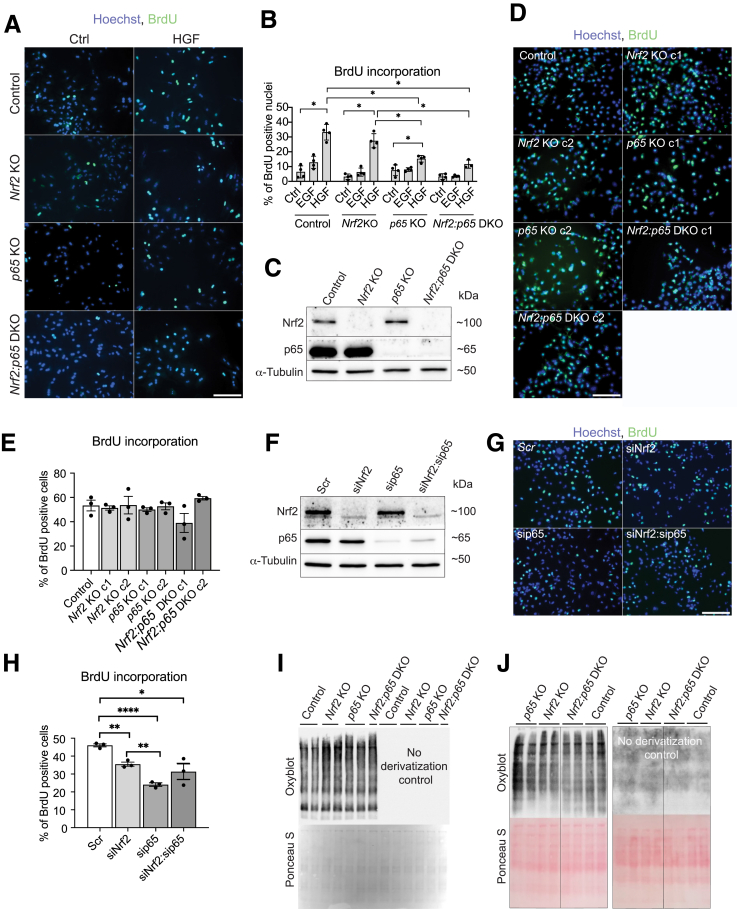
**Reduced hepatocyte proliferation in *Nrf2* KO mice and its rescue by *p65* deletion is mediated by non-cell-autonomous mechanisms.** (*A, B*) Representative BrdU immunofluorescence stainings (*A*) and quantification (*B*) of BrdU^+^ cultured primary hepatocytes from control, *Nrf2*, and *p65* KO and DKO mice treated with 20 ng/mL of epidermal growth factor (EGF), hepatocyte growth factor (HGF), or vehicle for 40 hours (N = 3–4 cell culture wells/group). (*C*) Western blotting for Nrf2, p65, and α-tubulin (loading control) using lysates from control, *Nrf2*, and *p65* KO and DKO AML12 cell lines. (*D, E*) Representative immunofluorescence stainings (*D*) and quantification (*E*) of BrdU^+^ AML12 cells. c1, c2 denotes different clones of the same gene knockout (N = 3 cell culture wells/group). (*F*) Western blot analysis for Nrf2, p65, and α-tubulin using lysates from AML12 cells transfected with scrambled (Scr) Nrf2, p65, or Nrf2 and p65 siRNAs for 48 hours. Representative immunofluorescence stainings (*G*) and quantification of BrdU^+^ AML12 cells transfected with the different siRNAs for 48 hours (*H*) (N = 3 cell culture wells/group). Analysis of oxidized proteins in total liver from control, *Nrf2*, and *p65* KO and DKO mice 12 days after knockout induction, before (*I*) and 48 hours after CCl_4_ treatment (*J*) using oxyblot. The antibody specificity was assessed by omitting the derivatization step (*right part of the gels*). Protein loading was assessed by Ponceau S staining of the membrane (*lower panels*). Scale bars: 100 μm. Bar graphs show mean and standard error of the mean. ∗*P* ≤ .05, ∗∗*P* ≤ .01, ∗∗∗∗*P* ≤ .0001 (2-tailed t-test).

Next, we generated single KO and DKO for *Nrf2* and *p65* in the murine AML12 hepatocyte cell line using CRISPR/Cas9 genome editing (Figure 8*C*). There was no difference in BrdU incorporation between the different cell lines (Figure 8*D* and *E*). However, when Nrf2, p65, or both transcription factors were acutely depleted using siRNA (Figure 8*F*), we observed a mildly reduced proliferation rate of the Nrf2 knock-down cells and an even stronger reduction in p65 knock-down cells compared with AML12 cells transfected with scrambled siRNA (Figure 8*G* and *H*). Nevertheless, no rescue of the proliferation defect was observed in double knock-down cells. Collectively, these findings strongly suggest that the rescue of the proliferation defect of Nrf2-deficient hepatocytes by additional loss of p65 in vivo involves non-cell-autonomous mechanisms.

Because both Nrf2 and p65 control ROS levels in hepatocytes, and excessive ROS levels, in turn, can suppress proliferation,^5^ we determined the ROS-induced protein oxidation 12 days after KO induction and 48 hours after CCl_4_ treatment. However, there was no correlation between the amounts of oxidized proteins and the extent of cell proliferation in the intact or regenerating liver (Figures 8*I* and *J*).

### Alterations in Bile Acids and Lipid Accumulation Do Not Correlate with the Altered Hepatocyte Proliferation in *Nrf2* KO and DKO Mice

Because of the important role of bile acids in the control of hepatocyte proliferation,^40^, ^41^, ^42^ we stained sections of CCl_4_-treated mice for the bile pigment bilirubin. Twenty-four hours after CCl_4_ treatment, the bilirubin-positive area was mildly increased in *Nrf2* KO mice and significantly reduced in *p65* KO and DKO mice (Figure 9*A* and *B*). However, at 48 hours, when differences in cell proliferation were particularly obvious (Figure 7*F-H*), bilirubin deposition was equally low in mice of all genotypes (Figure 9*A* and *B*). Mass spectrometry analysis of the liver tissue 24 hours after CCl_4_ injection showed no differences in total bile acid levels between genotypes (Figure 9*C*), but individual bile acids were altered (Figure 9*D*). The concentrations of taurolithocholic acid (TLCA), alpha-muricholic acid, and tauro-alpha-muricholic acid were significantly decreased in *p65* KO and DKO mice compared with control and *Nrf2* KO mice (Figure 9*D*), and taurodeoxycholic acid was decreased in mice of all genotypes. By contrast, beta-omega-muricholic acid levels were significantly increased in *Nrf2* KO and *p65* KO mice, and taurohyodeoxycholic acid, a key contributor to hyperlipidemia,^43^ was increased in *Nrf2* KO mice (Figure 9*D*). Together with the Nrf2-regulated expression of genes involved in fatty acid metabolism (discussed previously), the increase in taurohyodeoxycholic acid supports previous data, demonstrating that Nrf2 protects from nonalcoholic steatohepatitis in mice.^44^^,^^45^

**Figure 9:**
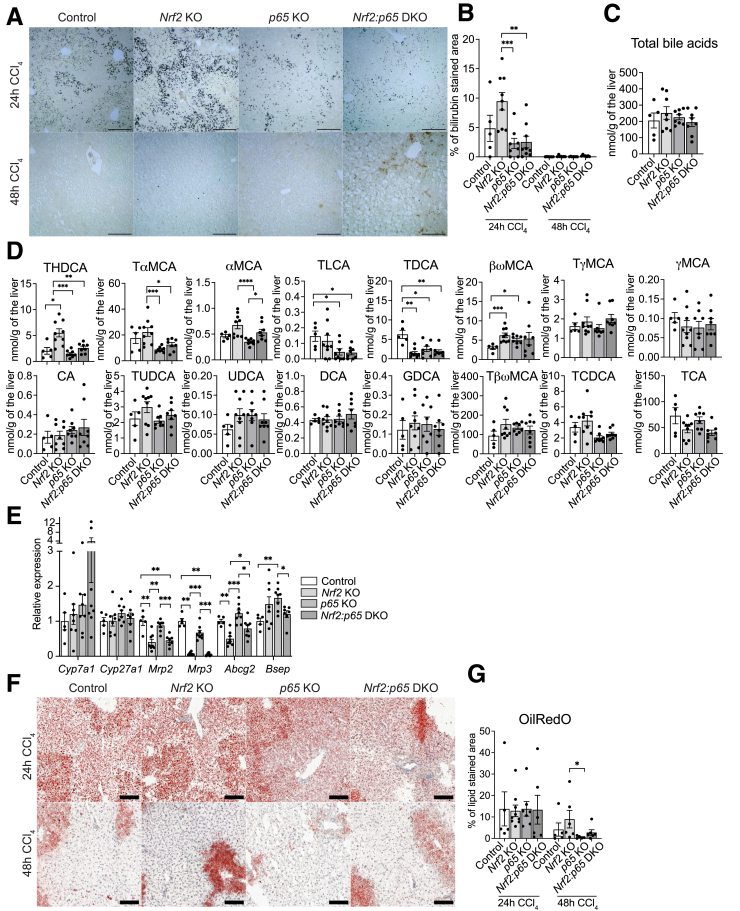
**Alterations in bile acids and lipid accumulation do not correlate with the altered hepatocyte proliferation in *Nrf2* KO and DKO mice.** (*A, B*) Representative bile pigment stainings of liver sections from control, *Nrf2*, or *p65* KO or DKO mice 24 hours and 48 hours after CCl_4_ treatment (*A*) and quantification of the stained area (*B*) (N = 5–9 mice/group). (*C*) Quantification of total bile acids (determined by mass spectrometry in the liver of control, *Nrf2*, *p65* KO, and *D*KO mice 24 hours after CCl_4_ treatment (N = 5–9 mice/group). (*D*) Mass spectrometry determination of individual bile acid concentrations in the liver of control, *Nrf2*, *p65* KO, and *D*KO mice 24 hours after CCl_4_ treatment (N = 5–9 mice/group). CA, cholic acid; DCA, deoxycholic acid; GDCA, glycodeoxycholic acid; αMCA, alpha-muricholic acid; βωMCA, combined quantification of beta/omega-muricholic acid; γMCA, gamma-muricholic acid; TαMCA, tauro-alpha-muricholic acid; TβωMCA, combined quantification of tauro-beta/omega-muricholic acid; TγMCA, tauro-gamma-muricholic acid; TCA, taurocholic acid; TCDCA, taurochenodeoxycholic acid; TDCA, taurodeoxycholic acid; THDCA, taurohyodeoxycholic acid; TUDCA, tauroursodeoxycholic acid; UDCA, ursodeoxycholic acid. (*E*) RT-qPCR for *Cyp7a1*, *Cyp27a1*, *Mrp2*, *Mrp3*, *Abcg2*, and *Bsep* relative to *Gapdh* using RNA from freshly isolated hepatocytes of control, *Nrf2*, and *p65* KO and DKO mice 24 hours after CCl_4_ treatment. N = 5–8 mice/group. (*F, G*) Representative oil red O lipid staining of liver sections from control, *Nrf2*, or *p65* KO or DKO mice 24 hours and 48 hours after CCl_4_ treatment (*F*) and quantification (*G*) of the stained area (N = 5–9 mice/group). Scale bars: 100 μm. Bar graphs show mean and standard error of the mean. ∗*P* ≤ .05, ∗∗*P* ≤ .01. ∗∗∗*P* ≤ .001, ∗∗∗∗*P* ≤ .0001 (Mann-Whitney *U* test).

The differential abundance of certain bile acids in the regenerating liver of *Nrf2* KO or *Nrf2:p65* DKO mice may be a consequence of the altered expression of bile acid transporters (*Mrp2*, *Mrp3*, *Abcg2*) or of the bile acid synthesis enzyme *Cyp7a1* in hepatocytes (Figure 9*E*) or result from alterations in the microbiome.

Given the important role of lipids in the control of hepatocyte proliferation^46^^,^^47^ and the regulation of lipid metabolism genes by both Nrf2 and p65 as shown in our RNA sequencing experiment, we performed oil red O lipid staining of liver sections 24 hours and 48 hours after CCl_4_ treatment. However, we only observed a mild increase in liver lipids in *Nrf2* KO mice at the 48-hour time point (Figure 9*F* and *G*).

Altogether, despite the differences in the amount of specific bile acids and subtle changes in lipid accumulation among the mice with the 4 genotypes, there was no robust correlation with the proliferation phenotype.

### Macrophages Contribute to the Increased Hepatocyte Proliferation in DKO Mice

Finally, we assessed if the rescue of the reduced hepatocyte proliferation in CCl_4_-treated DKO versus *Nrf2* KO mice is mediated, at least in part, by immune cells. To test this possibility, we performed immunohistochemical staining for immune cell–specific markers. On treatment with CCl_4_ for 48 hours, the abundance of T cells and neutrophils was similar in mice of all genotypes (Figure 10*A* and *B*). However, the number of macrophages was significantly increased in *p65* KO mice at 24 hours and 48 hours, and this increase was also seen in DKO mice (Figure 10*C* and *D*). On Day 5 after CCl_4_ treatment, the macrophage abundance was significantly higher in *Nrf2* single KO mice compared with other genotypes (Figure 10*C* and *D*). This corresponded to the mild increase in hepatocyte proliferation in *Nrf2* single KO mice at this time point (Figure 7*F* and *G*).

**Figure 10:**
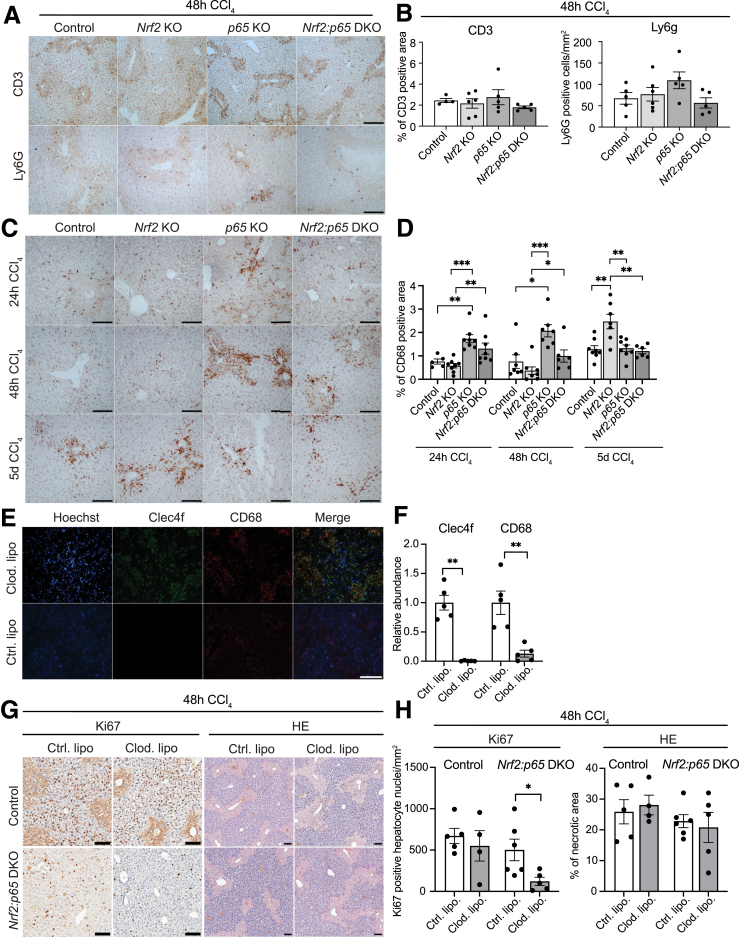
**Macrophage accumulation promotes hepatocyte proliferation in *Nrf2:p65* DKO mice following CCl**_**4**_**treatment.** (*A, B*) Representative immunohistochemical stainings of liver sections from control, *Nrf2*, and *p65* KO and DKO mice, 48 hours after CCl_4_ treatment, for CD3 and Ly6G (*A*), and quantification (*B*) of the CD3^+^ or Ly6G^+^ area (N = 4–6 mice/group). (*C, D*) Representative immunohistochemical stainings of liver sections from control, *Nrf2*, *p65* KO and DKO mice, 24 hours, 48 hours, and 5 days after CCl_4_ injection, for the macrophage marker CD68 (*C*), and quantification of the CD68^+^ area (*D*) (N = 5–8 mice/group). (*E, F*) Representative immunofluorescence stainings of liver sections from DKO mice, 48 hours after CCl_4_ injection, for the Kupffer cell marker Clec4f and the general macrophage marker CD68 (*E*), and quantification of the Clec4f^+^ and CD68^+^ area (*F*) (N = 5 mice/group). (*G, H*) Representative immunohistochemical stainings for Ki67 and H&E stainings of liver sections from control and DKO mice injected with clodronate liposomes (Clod. lipo) or control liposomes (Ctrl. lipo.) and treated with CCl_4_ for 48 hours (*G*), and quantification of Ki67^+^ positive nuclei and necrotic area (*H*) (N = 4–6 mice/group). Scale bars: 100 μm. Bar graphs show mean and standard error of the mean. ∗*P* ≤ .05, ∗∗*P* ≤ .01. ∗∗∗*P* ≤ .001 (Mann-Whitney *U* test).

To determine if the increase in macrophages is functionally relevant, we injected control and DKO mice with CCl_4_ following macrophage depletion with clodronate liposomes. A single injection of clodronate liposomes efficiently depleted both Clec4f-positive Kupffer cells and CD68-positive liver macrophages (among which are monocyte-derived macrophages) (Figure 10*E* and *F*). This correlated with a significantly reduced proliferation rate of hepatocytes in DKO mice injected with clodronate versus control liposomes, whereas necrosis was not significantly affected (Figure 10*G* and *H*). By contrast, macrophage depletion had no significant effect on proliferation in CCl_4_-treated control mice at the 48-hour time point (Figure 10*G* and *H*). These results strongly suggest that macrophages in the *Nrf2:p65* DKO mice contribute to the rescue of the proliferation defect observed in *Nrf2* single KO mice.

## Discussion

We discovered a crosstalk between Nrf2 and p65 in hepatocytes that results in differential regulation of direct and indirect Nrf2 and/or p65 target genes in mice with single or combined deletion of these transcription factors. Of particular interest was the regulation of genes involved in cell proliferation, because their expression correlated with the observed differences in hepatocyte proliferation under homeostatic conditions and after toxin-induced injury. Hepatocyte-specific deletion of *Nrf2* in adult mice led to decreased proliferation of these cells already under homeostatic conditions and, in particular, after CCl_4_ injury. This is in line with our previous study that showed decreased hepatocyte proliferation in mice with a global and constitutive *Nrf2* KO after a single CCl_4_ injection.^4^ The severity of the proliferation defect was, however, much stronger on inducible *Nrf2* ablation in adult mice, which may have not allowed activation of compensatory mechanisms. Surprisingly, additional deletion of *p65* rescued this phenotype without significantly affecting the extent of necrotic damage.

Nrf2 may affect cell proliferation in a ROS-dependent or -independent manner. Increased ROS levels in the liver of *Nrf2* KO mice caused impaired insulin receptor/insulin-like growth factor signaling in the liver following partial hepatectomy, which suppressed hepatocyte proliferation.^5^ However, the rescue of proliferation in mice with inducible deletion of *Nrf2* by additional loss of *p65* that we observed in the present study is probably not a consequence of major alterations in ROS levels as suggested by the similar amounts of oxidized proteins in the liver of mice of all genotypes. The inhibitory effect of Nrf2 deficiency on hepatocyte proliferation is at least in part cell-autonomous, as shown by in vitro studies. 

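In the 2 libraries labelled Nrf2 KO, the mean log2 value of the 9 proliferation genes of cluster 2 was -1.85 and -1.57 relative to the control mean, while the 3 control libraries lay between -0.303 and 0.206 of it. All 9 genes had a lower mean than in control, and 3 of them had an adjusted p of at most 0.05 when adjusted over the list alone, whereas 0 of 9 did over all genes tested and 5 of 9 had an unadjusted p under 0.05. Both libraries were at or under 3 counts for 7 of the 9 genes. For the 94 S and G2/M phase genes, 67 were lower and 27 higher, and both libraries were below all control libraries, at -0.484 and -0.379. With a pseudocount of 10, the mean log2 fold change of the 9 genes was -0.613 (adjusted p = 0.168 from limma's fry test).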

We also found reduced expression of various proliferation-associated genes in freshly isolated hepatocytes of *Nrf2* single KO mice. However, ChIP-seq data showed that these genes are not directly regulated by Nrf2 in hepatocytes of noninjured liver, suggesting the involvement of indirect regulatory mechanisms. Consistent with this assumption, the number of macrophages was lower in *Nrf2* KO mice compared with mice with other genotypes under basal conditions. This may affect the availability of macrophage-derived signals that are required for the proper initiation of liver regeneration.

Our data further suggest that non-cell-autonomous mechanisms are responsible for the rescue of the in vivo proliferation phenotype in DKO mice. Of particular interest in this context is the strongly increased abundance of macrophages in DKO compared with *Nrf2* KO mice, both in the normal and in the regenerating liver. Macrophages play key roles in liver regeneration, because they produce growth factors, cytokines, chemokines, and matrix metalloproteinases that provide vital signals for hepatocytes and other liver cell types.^48^, ^49^, ^50^, ^51^, ^52^, ^53^ Consistent with these activities, macrophage depletion using clodronate liposomes caused enhanced liver necrosis and delayed hepatocyte proliferation following CCl_4_ treatment of wild-type C57BL/6J mice.^54^ However, in our study, depletion of macrophages in control mice (C57BL/6J injected with AAV8Cre) using clodronate liposomes did not significantly affect hepatocyte proliferation and necrosis following CCl_4_ treatment. This discrepancy may result from alterations in the macrophage phenotype by AAV8Cre injection or by differences in the microbiome. In *Nrf2:p65* DKO mice, macrophage depletion suppressed hepatocyte proliferation without obvious effects on necrosis. Therefore, mitogenic signals provided by macrophages in DKO mice are most likely responsible for the rescue of the proliferation phenotype that results from Nrf2 deficiency. In the future it will be of interest to further characterize the macrophage phenotype in these mice.

The reason for the macrophage accumulation in DKO mice remains unclear. RNA sequencing identified several upregulated chemokines (*Cxcl14*, *Cxcl9*, *Cxcl16*, and *Ccl6*) in *p65* KO and DKO mice. Some of them may contribute to the increased recruitment of monocytes/macrophages under basal conditions and following CCl_4_ injury, and potentially influence their phenotype. Additionally, changes in the bile acid pool could play a role. 

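Cxcl14 on chromosome 13 from 56436352 to 56444603 had 5.60 ± 1.64 normalized counts (SD, n = 3) in control, 24.9 ± 3.58 (SD, n = 2) in p65 KO, and 42.7 ± 10.8 (SD, n = 3) in DKO libraries, log2 fold changes of 2.12 (standard error 0.627, adjusted p = 0.045) and 2.89 (standard error 0.586, adjusted p = 0.0207). Cxcl9 was not changed in p65 KO (log2 fold change 0.28, standard error 0.299, adjusted p = 0.56) and was lower in DKO, with 108 ± 29.7 (SD, n = 3) against 259 ± 85.8 normalized counts (SD, n = 3) in control, a log2 fold change of -1.26 (standard error 0.283, adjusted p = 0.0293). The call of Cxcl9 in DKO was lost in 7 settings. Cxcl16 was called in p65 KO (1.67, adjusted p = 0.0141) and not in DKO (0.66, adjusted p = 0.273). Ccl6 was called in p65 KO (2.72, adjusted p = 0.0156), and its log2 fold change of 1.74 in DKO had an adjusted p of 0.1 with edgeR's quasi-likelihood test and 0.0309 with DESeq2's Wald test. No difference between DKO and p65 KO was called for Cxcl14, Cxcl16, or Ccl6, while Cxcl9 was lower in DKO (-1.53, adjusted p = 0.0241).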

Consistent with this possibility, TLCA levels were significantly lower in *p65* KO and DKO mice compared with control and *Nrf2* KO mice. TLCA is the most potent ligand of the Tgr5 receptor that is known to suppress macrophage activity.^55^^,^^56^ Therefore, the reduced levels of TLCA in *p65* KO and DKO mice may affect the abundance and activation of macrophages.

Taken together, the results obtained in this study identify an important role of the Nrf2-p65 crosstalk in controlling hepatocyte proliferation in the normal and injured liver, which involves cell-autonomous but mainly non-cell-autonomous mechanisms. They also provide mechanistic insight into the interplay between 2 major cytoprotective transcription factors. This functional interaction not only regulates cell proliferation, but also affects ROS and compound detoxification, lipid metabolism, and antigen processing. Future investigation should identify common target genes of both transcription factors that control these processes and the mechanism of their regulation by Nrf2 and p65.

## Materials and Methods

### Mouse Models

We used 8- to 9-week-old male wild-type C57BL/6J mice, and mice with the same genetic background bearing floxed alleles for either *Nrf2*,^57^ *p65*,^58^ or both genes. Mice with floxed alleles for both *Nrf2* and *p65* were mated with transgenic mice expressing Cre recombinase under the control of the albumin promoter (AlbCre mice^59^). Mice were maintained under specific pathogen-free conditions and received food and water ad libitum. Mouse maintenance and all procedures with animals had been approved by the local veterinary authorities of Zürich, Switzerland (Kantonales Veterinäramt Zürich).

### Acute Gene KO in Hepatocytes

KO of *p65* and *Nrf2* was induced in mice carrying the respective floxed alleles by a single intraperitoneal injection of AAV8 viruses, which express Cre recombinase under the control of the thyroxine-binding globulin promoter (AAV8Cre; 9.5 x 10^10^ viral genomes in 100-μL phosphate-buffered saline [PBS]; virus provided by James M. Wilson and obtained via Addgene, Watertown, MA; #107787-AAV8). The thyroxine-binding globulin promoter is specifically active in hepatocytes. Twelve or 60 days after induction of the KO, mice were euthanized, and liver tissue was sampled. To monitor deletion efficiency of floxed alleles, we used Rosa26-tdTomato reporter mice.^60^

### CCl_4_-Induced Acute Liver Injury

Ten- to 11-week-old male mice, 12 days after KO induction, were injected intraperitoneally with a single dose of CCl_4_ (270652, Sigma-Aldrich, St. Louis, MO) (1:10 dilution of CCl_4_ in olive oil, 10 μL/g of body weight) or vehicle (olive oil) between 8 am and 12 pm. Mice were sacrificed 24 hours, 48 hours, or 5 days after injection.

### Macrophage Depletion

On Day 11 after AAV8Cre injection, mice were intravenously injected (3.5 μL/g of body weight) with clodronate-loaded or control liposomes (CP-SUV-005-005; Liposoma BV, The Netherlands). Twenty-four hours later, they were injected with CCl_4_ as described previously, and sacrificed after 48 hours.

### Isolation of Primary Hepatocytes and NPCs

Mice were anesthetized by intraperitoneal injection of Esconarkon (300 μg/g of body weight). The inferior vena cava was cannulated, and the liver was perfused for 4 minutes with prewarmed (37°C) Hank’s medium (Sigma-Aldrich) supplemented with 0.5 mM EGTA. Mouse liver cells were isolated by perfusing the liver for 5 minutes with prewarmed (37°C) digestion medium (Dulbecco’s modified eagle’s medium [DMEM]–low glucose; Sigma-Aldrich) supplemented with 1% penicillin-streptomycin (P/S; Sigma-Aldrich), 15 mM HEPES (Thermo Fisher Scientific, Waltham, MA), and 32 μg/mL Liberase (Roche, Rotkreuz, Switzerland). After digestion, cells were transferred into 20 mL of cold isolation medium (DMEM– low glucose supplemented with 1% P/S and 10% fetal bovine serum [FBS; Thermo Fisher Scientific]), filtered through a 100-μm mesh cell strainer and centrifuged at 50 x *g* for 2 minutes. Cells were then washed in 20 mL of cold isolation medium and centrifuged again. The supernatant was kept for the isolation of NPCs. The hepatocyte cell pellet was resuspended in 15 mL of cold isolation medium mixed with 10 mL of cold isotonic Percoll (1:10 10 x PBS:Percoll, GE Healthcare, Chicago, IL) and centrifuged at 50 x *g* for 10 minutes. The purified hepatocytes were washed with 25 mL of isolation medium, and either processed immediately or aliquoted, snap-frozen in liquid nitrogen, and stored at -80°C until further analyses.

For isolation of NPCs, pooled supernatants after hepatocyte precipitation were centrifuged for 5 minutes at 750 x *g*. The cell pellet was resuspended in 2.5 mL of cold PFB buffer (1 x PBS, 2% FBS, 1 mM EDTA), mixed with 2.5 mL of cold 40% isotonic OptiPrep (Stemcell Technologies, Vancouver, CA), overlayed with 2 mL of 1 x PBS and centrifuged at 1500 x *g* for 25 minutes at room temperature in a swing bucket rotor. NPCs at the Optiprep/PBS interface were collected and washed in 15 mL isolation medium, followed by centrifugation at 750 x *g* for 5 minutes. Purified NPCs were aliquoted and processed immediately for further analyses or snap-frozen in liquid nitrogen and stored at -80°C.

For flow cytometry analysis, the protocol was modified by using digestion media containing collagenase IV (600 U/mL) and DNase 1 (200 U/mL) (both from Worthington Biochemical Corporation, Lakewood, NJ) instead of Liberase.

### Collection of Liver Samples

Before proceeding to perfusion and cell isolation, the right lobe of the liver was ligated with a nylon thread, removed, separated into 3 pieces, and fixed in 4% paraformaldehyde (PFA) in PBS overnight at 4°C or in acetic ethanol (75% ethanol/25% acetic acid) overnight at 4°C. Alternatively, tissue samples were directly embedded in tissue tissue-freezing medium (Leica, Nussloch, Germany). PFA- and acetic ethanol-fixed tissue samples were dehydrated and embedded in paraffin.

### Immunohistochemistry Staining and Image Analysis

The 3.5-μm-thick sections from PFA- and acetic ethanol-fixed liver tissue were dewaxed and rehydrated. PFA-fixed sections were used for Ki67, CD3, and p-histone H3 staining. Acetic ethanol-fixed sections were used for CD68, Ly6G, and α-smooth muscle actin staining. Whenever needed, antigens were unmasked by incubating slides at 95°C in sodium citrate buffer (10 mM sodium citrate, 0.05% Tween 20, pH 6.0; for Ki67 and p-histone H3 staining) or in Tris-EDTA buffer (10 mM Tris, 1 mM EDTA, 0.05% Tween 20, pH 9.0; for CD3 staining), for 40 minutes. Sections were cooled down to room temperature, washed 2 x 5 minutes in phosphate-buffered saline with Tween 20 (PBST: 1 x PBS, 0.1% Tween 20), and unspecific binding sites were blocked for 1 hour in blocking solution (1% bovine serum albumin [BSA], Pan Biotech, Aidenbach, Germany) in PBST with 0.02% sodium azide. Sections were then incubated overnight at 4°C with the primary antibodies listed in Table 1. After washing for 3 x 10 minutes in PBST, sections were incubated for 40 minutes at room temperature with the secondary antibodies listed in Table 1. All antibodies were diluted in blocking solution. After washing for 3 x 5 minutes in Tris-buffered saline with Tween 20 (TBST), sections were stained for 20 minutes using the ABC Vectastain Peroxidase Kit (Vector Laboratories; PK-6100) followed by signal development with a Diaminobenzidine Peroxidase Substrate Kit (Vector Laboratories; SK-4100) according to the manufacturer’s instructions. Finally, sections were counterstained with hematoxylin and mounted with Mowiol. Three to 7 (on average 5) representative images were taken at x10 or x20 magnification with an Axioscope 2 equipped with an Axiocam 512 color camera (both from Carl Zeiss Inc). Alternatively, entire sections were scanned using a Pannoramic 250 slide scanner (3DHistech, Budapest, Hungary) at x20 or x40 magnification. Only samples imaged with the same method and the same settings were used for direct comparison. Segmentation of the diaminobenzidine-stained area was done using Ilastik (v1.4.0) software,^61^ followed by quantification in Fiji.

**Table 1:** Antibodies Used for Immunohistochemistry, Western Blotting, and Immunofluorescence

Name	Catalog number	Vendor	Dilution	Diluent	Application
Nrf2 (D1Z9C) XP (R)	12721S	Cell Signaling	1:1000	5% milk in TBST	WB
NF-kappa-B p65 (D14E12) XP (R)	8242S	Cell Signaling	1:1000	5% BSA in TBST	WB
Alpha-tubulin	ab4074	Abcam	1:10000	5% BSA in TBST	WB
GAPDH	5G4	HyTest	1:20000	5% BSA in TBST	WB
Anti mouse-HRP	W402B	Promega	1:5000	5% BSA in TBST	WB
Anti rabbit-HRP	W401B	Promega	1:5000	5% BSA in TBST	WB
CD3	A0452	Agilent Technologies/Dako	1:200	1% BSA in PBS, 0.1% Tween 20	IHC
Ly6G	ab2557	Abcam	1:100	1% BSA in PBS, 0.1% Tween 20	IHC
Biotinylated anti-CD68	MCA1957B	Bio-Rad	1:200 (IHC/IF)	1% BSA in PBS, 0.3% Triton X-100	IHC/IF
Ki67	ab16667	Abcam	1:200	1% BSA in PBS, 0.1% Tween 20	IHC
p-Histone H3 (S10)	9701S	Cell Signaling	1:200	1% BSA in PBS, 0.1% Tween 20	IHC
Clec4f	AF2784	R&D Systems	1:80	1% BSA in PBS, 0.3% Triton X-100	IF
Goat anti-rabbit biotin-conjugated antibodies	111-065-003	Jackson ImmunoResearch	1:500	1% BSA in PBS, 0.1% Tween 20	IHC
Goat anti-mouse biotin-conjugated antibodies	BA-9200	Vector Laboratories	1:500	1% BSA in PBS, 0.1% Tween 20	IHC
Rabbit anti-rat biotin-conjugated antibodies	BA4001	Vector Laboratories	1:100	1% BSA in PBS, 0.1% Tween 20	IHC
Anti-mouse Cy2 (green)	115-225-005	Jackson ImmunoResearch	1:200	1% BSA in PBS, 0.1% Tween 20	IF
Anti-rat Alexa fluor 594 (red)	712-586-150	Jackson ImmunoResearch	1:400	1% BSA in PBS, 0.3% Triton X-100	IF
Anti-goat Alexa Fluor 488 (green)	705-545-147	Jackson ImmunoResearch	1:400	1% BSA in PBS, 0.3% Triton X-100	IF
Anti-alpha-smooth muscle actin	A2547	Sigma	1:400	1% BSA in PBS, 0.3% Triton X-100	IHC

BSA, bovine serum albumin; GAPDH, glyceraldehyde 3-phosphate dehydrogenase; IF, Immunofluorescence; IHC, immunohistochemistry; PBS, phosphate-buffered saline; TBST, Tris-buffered saline with Tween 20; WB, Western blotting.

### Immunofluorescence Staining

Seven-μm unfixed frozen liver sections were washed for 10 minutes in PBS. Sections were fixed in ice-cold acetone for 20 minutes at -20°C, dried for 20 minutes, washed in PBST (PBS with 0.3% Triton X-100), and blocked in 1% BSA in PBST for 1 hour at room temperature. They were incubated overnight at 4°C with the primary antibodies listed in Table 1, followed by washing for 3 x 10 minutes in PBS and incubation for 1 hour at room temperature with the fluorophore-labeled secondary antibodies listed in Table 1. Representative images were taken using an Axioplan 2 microscope (Carl Zeiss Inc) equipped with a monochromatic sCMOS camera (Excelitas Technologies, Waltham, MA).

### Oil Red O Staining

Seven-μm cryosections were washed in PBS for 10 minutes, followed by fixation in 4% PFA for 30 minutes. Slides were briefly washed in 50% isopropanol and stained in a 0.3% solution of oil red O in 60% isopropanol for 10 minutes. They were washed in isopropanol and dH_2_O and counterstained with hematoxylin for 2 minutes. After washing 3 x 10 seconds in dH_2_O, slides were coverslipped using Mowiol 4-88 (Merck, 81381).

### Bile Pigment Staining

Liver samples were fixed in 4% PFA in PBS and embedded in paraffin. Tissue sections (3.5 μm) were deparaffinized and stained with Fouchet’s solution and Van Gieson’s solution and mounted with Mowiol 4-88. Five random images (at x20 magnification) per animal were analyzed. The images were segmented using Ilastik^61^ followed by quantification using the Fiji (ImageJ) software.^62^

### Histology, Histomorphometry, and Image Analysis

PFA-fixed, paraffin-embedded, 3.5-μm sections were used for hematoxylin and eosin, sirius red (picrosirius red stain kit [#ab150681; Abcam, Cambridge, UK]), and Hall’s bilirubin staining. Seven-μm cryosections were used for oil red O staining of lipids. Slides were mounted with either Mowiol (hematoxylin and eosin, sirius red) or Eukitt (oil red O, bilirubin staining). Three to 7 (on average 5) representative images were taken at x20 magnification using an Axioscope 2 microscope equipped with an Axiocam 512 color camera (both from Carl Zeiss Inc). Alternatively, entire sections were scanned using a Pannoramic 250 slide scanner (3DHistech) at x20 or x40 magnification (oil red O). Only samples imaged with the same method at the same settings were used for direct comparison. The necrotic area was determined morphometrically using Fiji software.^62^ Segmentation of the images of sirius red–stained, Hall’s bilirubin–stained, and oil red O–stained sections was done using Ilastik (v1.4.0) software,^61^ followed by quantification in Fiji.

### Oxyblot Analysis

Fresh pieces of liver tissue (∼20 mg) were homogenized in 500 μL of T-PER tissue protein extraction reagent (Thermo Fisher Scientific; 78510) containing cOmplete EDTA-free Protease Inhibitor Cocktail (Roche; 40694200), PhosSTOP Phosphatase Inhibitor Cocktail (Roche; 04906837001), and 1% β-mercaptoethanol. Oxidized proteins were detected using the OxyBlot Protein Oxidation Detection Kit (S7150, Merck-Millipore, Burlingame, MA), according to the manufacturer’s manual.

### Serum Analysis

Blood was taken from the inferior vena cava before perfusion. After coagulation, samples were centrifuged at 7000 x *g* for 5 minutes. The supernatant was removed and snap-frozen in liquid nitrogen and stored at -80°C. For analysis, serum samples were thawed and brought to room temperature before use. Samples from intact liver were diluted 1:2 in 0.9% saline for ALT measurements. 1:20/1:40 dilutions were used for ALT measurement in the serum of CCl_4_-treated mice. Higher dilutions were used when the measured level exceeded the linear range. Diluted samples (32 μL) were loaded onto the red application zone of the Reflotron GPT (ALT) (Roche; 10745138) test strips and measured by the Roche Reflotron Plus system.

### Bile Acid Measurement

Frozen liver tissue was homogenized in methanol/water (50/50, vol/vol) using bead-based homogenization at a concentration of 0.05 mg/μL. Liver homogenate representing 2 mg (wet weight) was used for bile acid quantification by liquid chromatography–tandem mass spectrometry as recently described in detail.^63^

### RNA Isolation and RT-qPCR

Total cellular RNA from cultured cells was isolated using the Total RNA Mini Kit (IBI Scientific, Dubuque, IA; IB47303) according to the manufacturer’s instructions, followed by cDNA synthesis using an iScript cDNA Synthesis Kit (Bio-Rad Laboratories; 64274497 and 64211314). qPCR was performed in a 10-μL reaction mixture containing 5 μL of Light Cycler 480 Sybr Green PCR Master Mix (Roche; 4887352001) and 0.6 mM of each primer. Analysis was performed using the ΔΔCt method with glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*) as a reference gene. Primers used for qPCR are listed in Table 2.

**Table 2:** Primer Sequences Used for RT-qPCR

Primer name	Direction	Primer sequence
*Gclc*	Forward	CGTAGCCTCGGTAAAATGGA
	Reverse	AACAAGAAACATCCGGCATC
*Nqo1*	Forward	GTCTGCAGCTTCCAGCTTCT
	Reverse	CTGGCCCATTCAGAGAAGAC
*Nrf2*	Forward	ACAAGCAGCTGGCTGATACTACC
	Reverse	CCAGCGAGGAGATCGATGAGTA
*p65*	Forward	TTCCTGGCGAGAGAAGCAC
	Reverse	AAGCTATGGATACTGCGGTCT
*Saa3*	Forward	TGGGAGTTGACAGCCAAAGA
	Reverse	TAGGCTCGCCACATGTCTCT
*Gapdh*	Forward	CACCACCCTGTTGCTGTAGCCGTAT
	Reverse	TCGTGGATCTGACGTGCCGCCTG
*Col1a1*	Forward	TGTTCAGCTTTGACCTCCGGCT
	Reverse	TCTCCCTTGGGTCCCTCGACT
*Timp1*	Forward	GCCCCCTTTGCATCTCTGGCAT
	Reverse	TGCGGCATTTCCCACAGCCT
*Cyp7a1*	Forward	GGGATTGCTGTGGTAGTGAGC
	Reverse	GGTATGGAATCAACCCGTTGTC
*Cyp27a1*	Forward	CCAGGCACAGGAGAGTACG
	Reverse	GGGCAAGTGCAGCACATAG
*Mrp2*	Forward	CCTGGAAATCACGATGGACGA
	Reverse	CAGGAGCCAAGTGCATAGGT
*Mrp3*	Forward	GCAGAGACAGGCAATGTGAA
	Reverse	GAAAGCTGACAGCATGACCA
*Abcg2*	Forward	TGGACTCAAGCACAGCGAAT
	Reverse	ATCCGCAGGGTTGTTGTAGG
*Bsep*	Forward	TCTGTAGGGCCTTCTCTGCT
	Reverse	CCATTCCATGGAGCAATGCG

RT-qPCR, quantitative reverse transcription polymerase chain reaction.

### Preparation of Protein Lysates and Western Blot Analysis

Hepatocyte or NPC pellets were lysed in T-PER tissue protein extraction reagent (Thermo Fisher Scientific; 78510) containing cOmplete EDTA-free Protease Inhibitor Cocktail (Roche; 40694200) and PhosSTOP Phosphatase Inhibitor Cocktail (Roche; 04906837001). Lysates were sonicated for 5 x 15 seconds at 30% amplitude and 50% cycle (IKA U200S control; IKA Werke, Staufen, Germany), followed by centrifugation (17000 x *g*, 30 minutes, 4°C) in a minicentrifuge. The supernatant was transferred to a new tube and stored at -80°C. The protein concentration was determined using the Pierce BCA Protein assay kit (Thermo Fisher Scientific; 23225).

Proteins were separated in 4%–20% gradient sodium dodecyl sulfate-polyacrylamide gel electrophoresis and transferred onto Immobilon-P PVDF membranes (Merck-Millipore; IPVH00010). Unspecific binding sites were blocked by incubation of the membrane in 5% BSA in TBST (20 mM Tris, 150 mM NaCl, 0.1% Tween 20) at room temperature for 1 hour before incubating with primary antibody solutions overnight at 4°C. Primary and secondary antibodies used for Western blot experiments are listed in Table 1. Membranes were washed for 3 x 5 minutes in TBST and incubated with the secondary antibody for 1 hour at room temperature. Finally, membranes were treated with WesternBright ECL HRP substrate (Advansta, San Jose, CA; K-12045-D50) or WesternBright Sirius HRP substrate (Advansta; K-12043-D10), and chemiluminescence signals were detected using a Fusion Solo S developer (Vilber Lourmat, Eberhardzell, Germany).

### RNA Sequencing

Total RNA from freshly isolated hepatocytes of control, *Nrf2*, *p65* single- and *Nrf2:p65* DKO mice, 12 days after AAV8Cre injection, was isolated as described previously. All mice were injected and sacrificed in the morning. RNA quality was assessed using a TapeStation (Agilent Technologies, Santa Clara, CA). RNA samples with an RQN ≥8 were subjected to the RNA sequencing protocol via poly-A enrichment, True-Seq library preparation, and single-end 100 bp sequencing on a Novaseq 6000 instrument (Illumina, San Diego, CA).

### RNA-Seq Data Analysis

Alignment of reads was performed using Salmon software, version 1.10.3^64^ using the following parameters: quant -l SF –fldMean 170 -fldSD 50 --seqBias --validateMappings, and reference genome version GRCm39 from the GENCODE project with gene model annotation version M33. For differential expression analysis, the DESeq2 software, version 1.42.1^65^ with default parameters, and Benjamini-Hochberg multiple testing correction were used. Before differential expression analysis, weakly expressed genes with less than 10 estimated counts were filtered out. Functional analysis was performed based on the significantly regulated genes (FDR ≤0.05 and a log2 fold change greater/lower 1/-1 respectively) using R (version 4.1.1) and clusterProfiler package (version 4.4.4).^66^ Enrichment was determined in Gene Ontology (Biological Processes, Molecular Functions, and Cellular Components) gene sets at FDR <0.05.

### ChIP-seq Data Analysis

The data of previously published ChIP-seq experiments for Nrf2 and p65 in the mouse liver were taken from the Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/). Fastq files corresponding to the Nrf2 (GSM2971838 input, GSM2971839 immunoprecipitation) and p65 samples (GSM3301835 and GSM3301836 input, GSM3301805 and GSM3301806 immunoprecipitation) were downloaded and aligned against the mouse genome GRCm39 version M33 using Bowtie2 v2.5.3^67^ in a --local mode. After filtering out duplicated reads using Sambamba v1.0.0 software,^68^ peaks were called using MACS2 v2.2.9.1.^69^ Only strong peaks (fold enrichment relative to the input >10 and -log10(FDR) ≥20) within -15000 kb to +500 kb from the transcription start site were considered. Further analysis of peak data was performed using R and ChIPseeker v1.38.0.^70^

### Flow Cytometry

NPCs were isolated as outlined previously and resuspended in 1 mL of fluorescence-activated cell sorting (FACS) buffer (1 x PBS, 5 mM EDTA, 0.2% BSA). Antibodies and staining dyes used are listed in Table 3. One-third of the obtained cell suspension was taken to stain myeloid cells. After incubating cells in 50 μL of Fc receptor blocking mAb (1:200; clone 2.4G2) for 5 minutes and washing in 150 μL FACS buffer, cells were incubated for 15 minutes in 50 μL of FACS buffer containing the myeloid panel antibody cocktail. After washing in 200 μL FACS buffer and 200 μL PBS, cells were fixed with 1.48% formaldehyde in PBS for 10 minutes, washed, and resuspended in 250 μL FACS buffer and filtered through the 60-μm cell strainer before the signal was acquired.

**Table 3:** Antibodies Used for Flow Cytometry

Antibody	Channel	Catalog number	Supplier	Dilution
CD16/CD32	Fc block	553142	BD Biosciences	1:200
CD11c	BV605	117333	BioLegend	1:400
CD45	BV785	103149	BioLegend	1:1000
eFluor 780	APC-Cy7	65-0865-14	Invitrogen	1:2000
NK1.1	PE	12-5941-82	eBioscience	1:300
CD11b	BV510	101263	BioLegend	1:400
CD19	PE	12-0193-82	eBioscience	1:500
CD3	PE	12-0031-82	eBioscience	1:300
CD64	BV421	139309	BioLegend	1:200
F4/80	APC	123116	BioLegend	1:200
I-A/I-E	BV650	107641	BioLegend	1:4000
Ly6C	PE-Cy7	128018	BioLegend	1:5000
Ly6G	Alexa Fluor 700	127622	BioLegend	1:400
PDCA-1	FITC	127007	BioLegend	1:400
Siglec-F	PE	552126	BD Biosciences	1:300
Streptavidin	BV711	563262	BD Biosciences	1:500
XCR-1	PerCP-Cy5.5	148208	BioLegend	1:300

The cell suspension was acquired on an LSRFortessa Analyzer (BD Biosciences, Franklin Lakes, NJ). Flow cytometry data were analyzed using FlowJo software,^71^ and statistical analysis was performed using Prism9 software (GraphPad Software Inc, San Diego, CA).

### Treatment of Primary Hepatocytes with Growth Factors

Freshly isolated hepatocytes were counted and plated at a density of 25,000 cells/cm^2^ onto collagen-coated 6-well plates in 3 mL/well of Williams E medium (12551032, Gibco/Thermo Fisher Scientific) supplemented with GlutaMax (35050061, Gibco/Thermo Fisher Scientific) and gentamycin (50 μg/mL). Three hours after plating, cells were washed with PBS and the same medium, containing 20 ng/mL of murine hepatocyte growth factor (315-23, PeproTech, Cranbury, NJ) or 20 ng/mL murine epidermal growth factor (E4127- 5X.1MG, Sigma-Aldrich), was added. On the following day, the medium was replaced by fresh medium containing growth factors and in addition 100 μM BrdU. Cells were incubated for 24 hours at 5% CO_2_/37°C. The protocol for the detection of BrdU-positive cells is described later.

### Cell Culture

AML12 cells were cultured and maintained in DMEM:F12 (1:1) GlutaMax (Thermo Fisher Scientific; 10565018) supplemented with 1% P/S and 10% FBS at 37°C and 5% CO_2_ in tissue culture flasks. Cells were regularly tested for mycoplasma contamination using the PCR Mycoplasma Test Kit I/C (Vitaris AG, Baar, Switzerland; PK-CA91-1096).

### CRISPR/Cas9-Mediated KO in AML12 Cells

The following oligonucleotides, used as guide RNAs, were annealed, and cloned into a pSpCas9(BB)-2A-Puro (PX459) V2.0 vector (Addgene; 62988) backbone using the *BbsI* restriction site:

p65 forward: 5'-CAC CGC GAT TCC GCT ATA AAT GCG-3'

p65 reverse: 5'-AAA CCG CAT TTA TAG CGG AAT CGC-3'

Nrf2 forward: 5'-CAC CGT GAC TTT AGT CAG CGA CAG A-3'

Nrf2 reverse: 5'-AAA CTC TGT CGC TGA CTA AAG TCA C-3'

AML12 cells were seeded into 6-well plates and transfected with the gRNA expression vectors using Lipofectamine 2000 (Invitrogen, Waltham, MA). After overnight incubation, cells were trypsinized and seeded into 10 cm^2^ dishes in the same medium containing 1 μg/mL puromycin (Sigma-Aldrich; P8833) for 24 hours. The medium was replaced by fresh medium without puromycin, and cells were left to recover for 48 hours before sorting single cells into 96-well plates for clonal expansion and screening. KO cells were identified by Sanger sequencing, RT-qPCR, and Western blot analysis.

### Analysis of the Proliferation Rate of AML12 Cell Lines

Twenty thousand cells were seeded per well into 24-well plates in triplicate in DMEM:F12 (1:1) GlutaMax (Thermo Fisher Scientific; 10565018), supplemented with 1% P/S and 10% FBS at 37°C and 5% CO_2_. The next day, the medium was replaced with the same medium, but containing 100 μM of BrdU, incubated for 1.5 hour, and the cells were stained as described later.

### siRNA-Mediated Knockdown in AML12 Cells and BrdU Assay

Double-stranded siRNAs were synthesized by Microsynth (Balgach, Switzerland). The following sequences were used:

siNrf2_1 sense: 5’-GCA AGA AGC CAG AUA CAA A-dTdT-3’

siNrf2_1 antisense: 3’-dTdT-UUU GUA UCU GGC UUC UUG C-5’

sip65_1 sense: 5'-GAA GAG UCC UUU CAA UGG A-dTdT-3'

sip65_1 antisense: 3'-dTdT-UCC AUU GAA AGG ACU CUU C-5'

Scrambled siRNA sense: 5'-ACG UGA CAC GUU CGG AGA AUU dTdT-3'

Scrambled siRNA antisense: 3’-dTdT UGC ACU GUG CAA GCC UCU UAA-5’.

Six picomole siRNA was prediluted in 50 μL of Opti-MEM-I–reduced serum medium (Thermo Fisher Scientific; 31985-047) and mixed with prediluted Lipofectamine RNAi MAX (Invitrogen; 56532) (1 μL of lipofectamine in 50 μL of Opti-MEM). After 5 minutes, the siRNA:lipofectamine suspension was pipetted into 1 well of a 24-well plate, and 20,000 cells in 0.4 mL of DMEM:F12, 10% FBS, without antibiotics were added. Seventy-two hours later, cells were incubated with the same medium containing 100 μM BrdU, incubated for another 1.5 hours, and stained as described next.

### Staining of BrdU-Labeled Cells

After incubation with BrdU, cells were washed in PBS, fixed in 4% formaldehyde for 30 minutes at room temperature, and incubated with 2 N HCl, 0.1% Triton X-100 for 30 minutes at room temperature. After neutralization in 0.1 M sodium tetraborate pH 8.5 for 5 minutes, cells were washed in PBS, blocked in 1% BSA in PBST, and incubated overnight at 4°C with anti-BrdU antibody (1202693, Roche; 1:200 diluted in blocking buffer). The next day, they were washed 3 times in PBST and incubated for 1 hour with goat anti-mouse-Cy2 secondary antibody (115-225-005, Jackson ImmunoResearch; 1:100 diluted), and Hoechst 33342 (Thermo Fisher Scientific, H3570; 1:1000 diluted) in blocking buffer, washed in PBS and mounted with Mowiol:DABCO. From each well, 8 representative images were taken using an Axiovert fluorescence microscope (Carl Zeiss Inc) equipped with a monochromatic camera (Axiocam 506 mono; Carl Zeiss Inc), and the number of BrdU-positive nuclei and the total number of nuclei were determined by image segmentation using Ilastik (v1.4.0) software,^61^ followed by quantification in Fiji.

### Statistical Analysis

Statistical analysis was performed with the Prism10 software (GraphPad Software). Quantitative data are shown as bar graphs with mean and standard error of the mean. Unless otherwise stated, significance was calculated using the Mann-Whitney *U* or 2-way analysis of variance tests. ∗*P* ≤ .05, ∗∗*P* ≤ .01, ∗∗∗*P* ≤ .001, ∗∗∗∗*P* ≤ .0001.

How the deposited data were processed for this re-analysis (not part of the article)

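RNA of freshly isolated hepatocytes of 10 male mice was sequenced 12 days after AAV8Cre injection, with 3 libraries labelled control, 2 labelled Nrf2 KO, 2 labelled p65 KO, and 3 labelled DKO. Each column of the deposited table was assigned to a mouse by its name, and no column was left over. The authors quantified the reads with Salmon against GRCm39 and GENCODE M33 and deposited estimated counts per gene, rounded to whole numbers. How transcripts were summed to genes is not stated in the paper's text, and a correction of single genes before rounding cannot be excluded. The paper filtered genes with fewer than 10 estimated counts before its DESeq2 test, but the deposited table is not filtered, since 6302 of its 21939 genes are at 0 in every library.

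The table is named as normalized. Its unit was examined by running DESeq2 on the deposited estimated counts and on rescaled versions of them, and by comparing the log2 fold changes and false discovery rates with those of Tables S1–S3. Several versions were tried. For 90% of the genes in those tables, the log2 fold changes from the values as deposited differed by less than 0.0011 in Nrf2 KO, 0.00136 in p65 KO, and 0.00296 in DKO, and the log10 false discovery rates by less than 0.0394, 0.031, and 0.0463. These values are without the filter. With it, the differences in log10 false discovery rate were 0.122, 0.101, and 0.108. For values scaled to equal totals, the differences in log2 fold change were between 0.037 and 0.0579, and halved or doubled values were further off in false discovery rate. The values were therefore treated as estimated counts without normalization, and edgeR's quasi-likelihood test took the place of limma on log2 values, which had been planned for normalized values.

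The counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization and a filter of at least 10 counts summed over the libraries, which kept 13641 genes. All 4 genotypes shared 1 estimate of the spread, because 2 of them have 2 mice. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and those of lists over the tests of the same kind. The paper's thresholds were used, an adjusted p of 0.05 and a log2 fold change of 1 in either direction. The comparisons were each knockout with control, DKO with each single knockout, and the interaction, which is the difference between DKO and p65 KO minus that between Nrf2 KO and control. Gene lists were tested with the fry test of limma 3.58.1, and mean log2 fold changes are those of edgeR. The lists were 9 proliferation genes named by the paper, 94 genes of the S and G2/M phases, marker genes of 10 cell types (Kupffer cells, monocytes and dendritic cells, T and NK cells, B cells, neutrophils, sinusoidal endothelial cells, stellate cells, cholangiocytes, erythroid cells, and hepatocytes), Nrf2 targets, NF-κB targets, interferon gamma response genes, MHC class II genes, clock genes, PPARα targets, and Nnt and Wdfy1 as markers of the C57BL/6 substrain. The lists were written before the data were examined, whereas the split of the interferon gamma list into class II and other genes, and the clock lists without Arntl and Per2, were made after the values of the genes named by the paper had been seen and before any list was tested. For principal component analysis, log2(normalized count + 1) of the 500 most variable genes was used. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

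Total counts per library ranged from 33707165 to 49897382 (median 37043490.5). A gene at or under 3 counts in every library of a group was taken as at the floor, and its fold change is given as a bound. Replicates of 1 genotype differed by more than the sampling noise, with chi-square values per degree of freedom between 44.8 and 204, so no library was taken for a copy of another. On simulated counts with 200 changed genes among 13497 to 13522 genes, edgeR recovered between 91.5% and 95% of the changed genes with between 3 and 10 false calls. DESeq2 recovered between 95.5% and 98.5% with between 14 and 22 false calls. The changed genes all had a mean of at least 50 normalized counts and changes larger than the log2 threshold of 1. Recovery at low counts or near the threshold is therefore not covered.

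The genes named in the text are those that the paper names from this experiment, the targeted genes, and, for each comparison with control and for the interaction, the 5 genes with the largest log2 fold change among called genes with a mean of at least 50 normalized counts and, for comparisons with control, no overlap between the libraries. Pde4b, Eno1, Miip, Zfp984, and Mad2l2 were added after their values had been seen. Gene names and positions came from GENCODE M39 on GRCm39, which held 21926 of the 21939 identifiers.

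The alternatives set before the data were examined were limma on log2 values with pseudocounts of 1, 0.5, and 10, without a trend and with a robust trend, DESeq2 1.42.0, no filter, a filter on a mean of 10 counts per library, scaling to equal totals and to equal upper quartiles, the replicate number as a block, only the 2 genotypes compared, and leaving out each library in turn. DESeq2's size factors in edgeR, offsets for GC content and length, and the alternatives for the lists other than proliferation, cell cycle, and cell types were added later. Estimates for deleted exons were not made, because the deposited table holds 1 value per gene. The ChIP-seq data of other studies were not analysed here.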

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

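The tests of the chromosome segments around Zfp982, Eno1b, and Gm4841 and of the sum of Eno1 and Eno1b were chosen only after these results were seen, as was the criterion that calls 2 list means apart at 2 standard errors without overlap of the libraries, and the other tests of this part were set down after the values of the genes named by the paper and before the list means were known.

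The effect of Nrf2 loss differed with and without p65 for 62 genes at an adjusted p of at most 0.05 and an interaction of at least 1 on the log2 scale, 36 of them higher and 26 lower, and for 1888 genes at an unadjusted p under 0.05. The paper does not report a test of this difference. With the alternatives the count was between 11 (limma without a trend) and 249 (DESeq2), and between 19 (without control replicate 1) and 119 (without DKO replicate 2) when 1 library was left out. The number of genes thus depends on the test and on single libraries. Explanations were weighed for the 5 genes with the largest values and not for the others.

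Gm4841 had an interaction of -7.577 on the log2 scale (adjusted p = 7.89e-05). It had 4480 and 5104 normalized counts in the p65 KO libraries and between 9.94 and 38.2 in the other 8, so that the increase in p65 KO was absent in DKO. The interaction was called with all alternatives run for this gene (from -7.84 to -7.16, adjusted p of at most 0.0143). It was also called when any 1 library was left out and a test was drawn. A gene of another strain carried by the p65 line alone would raise the call rate around it, but within 5 Mb of Gm4841, 4 of 46 other genes were called in p65 KO, where 3.03 were expected (Fisher's exact p = 0.359). The test keeps the explanation open, since a small segment could hold few called genes. A response of the gene to p65 loss that needs Nrf2 also stays open, because the design gives both genotypes but no second line.

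Eno1b had an interaction of -7.249 (adjusted p = 0.00287), with 8624 and 9629 normalized counts in Nrf2 KO and between 16.7 and 65.2 in the other 8 libraries. Limma without a trend gave an adjusted p of 0.0528, where the other alternatives gave values down to 6.27e-11. Eno1, on another chromosome, was lower in Nrf2 KO (log2 fold change -1.184, adjusted p = 0.00608), and the sum of both genes in Nrf2 KO was 0.956 times that of the other libraries, within their range from 12924 to 20429. Of the transcript 31-mers of Eno1b, 81.8% are shared with Eno1. The values are consistent with Eno1 reads that were counted at Eno1b in mice with another sequence of Eno1, and this technical explanation may account for the whole change. Around Eno1b itself 0 of 26 genes were called in Nrf2 KO, with 0.141 expected, and Fisher's exact p of 1 keeps a segment of another strain at that place open, as too few calls were expected.

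Zfp982 had an interaction of 6.758 (adjusted p = 0.00408), with a count of 2 and 0 in the Nrf2 KO libraries (at least 55.5-fold lower than control) and 166.5 ± 29.8 normalized counts (SD, n = 3) in control, 148.3 and 113.4 in p65 KO, and 86.9 ± 23.7 (SD, n = 3) in DKO. The fitted value rose to 9.79 without Nrf2 KO replicate 1 and fell to 5.71 without Nrf2 KO replicate 2, as counts near 0 leave it undefined. Within 5 Mb of it on chromosome 4, 4 of 69 other genes were called in Nrf2 KO (among them Eno1, Miip, and Zfp984, with log2 fold changes of -1.184, -2.075, and -4.774), where 0.351 were expected (Fisher's exact p = 0.000502, and 1.37e-05 for the interaction, which also called Mad2l2). The segment also holds Fbxo44 (-4.40), which was among the genes from which the pattern was taken. The values are in line with a segment of another strain in the Nrf2 KO mice that the DKO mice lack, which would be a difference between the mice and not an effect of Nrf2, and Eno1 lies in the same segment. A response of these neighbors to Nrf2 loss that p65 loss removes was not tested apart.

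Mup9 and Mup2 had interactions of 5.056 (adjusted p = 0.0194) and 4.695 (adjusted p = 0.0316). Mup9 had 19764 ± 6701 normalized counts (SD, n = 3) in control, 6579 ± 197 (SD, n = 2) in Nrf2 KO, 4674 ± 917 (SD, n = 2) in p65 KO, and 51780 ± 29623 (SD, n = 3) in DKO, and Mup2 13077 ± 4069, 4858 ± 2185, 2435 ± 917, and 23445 ± 15822 with the same numbers of libraries. DKO replicate 2, with 17890 and 10530, lay within the control libraries for both genes. The call of Mup9 was lost with limma without a trend (adjusted p = 0.121) and with a robust trend (adjusted p = 0.0729). Its adjusted p over the alternatives ranged from 3.61e-09 to 0.121. The call of Mup2 was lost with these 2 settings, with the replicate block, and without control replicate 1 or 2 (adjusted p = 0.074 and 0.0774). Its adjusted p over the alternatives ranged from 5e-05 to 0.127. Division of reads between near-identical Mup genes could move a single gene, but it leaves the family sum, and the lowest DKO sum was 1.075 times the highest of the other 7 libraries (p = 0.00833, exact permutation test of 3 against 7). Division of reads was therefore excluded as the cause of the higher sum, but not for the single genes. An effect of the double deletion on the family stays open as a hypothesis, together with differences between single mice in a family that made up from 4.08% to 16.6% of the counts.

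The interferon gamma genes other than class II had an interaction of -1.649 (mean of 13 genes, adjusted p = 0.0336 over 9 list tests). Relative to the control mean, the libraries were at 1.75 and 1.91 in p65 KO, between -0.135 and 0.795 in DKO, 0.15 and 0.282 in Nrf2 KO, and between -0.0543 and 0.0316 in control. The mean log2 fold change was 1.83 in p65 KO (adjusted p = 0.00168, from 0.00132 to 0.00974 over the alternatives), 0.208 in Nrf2 KO (adjusted p = 0.525), and 0.385 in DKO (adjusted p = 0.188, from 0.142 to 0.359 over the alternatives, and 0.0169 without DKO replicate 3, where the mean was 0.591, while it was 0.125 without DKO replicate 2). The most abundant of the 18 genes of the whole list were Iigp1, Irgm2, and Igtp, with 13410, 1558, and 1022 normalized counts in control and 21310, 5827, and 5064 in p65 KO. Of the 18 genes, 12 had a control mean of at least 50 normalized counts, 4 are named by the paper, and 0 are in another list. The values suggest an interferon gamma response in p65 KO, whereas for DKO the test remained undecided, as 1 library changed its outcome. Fewer immune cells in the DKO than in the p65 KO preparations also stay open as a source of the difference, since Kupffer cell markers fell alongside, as given next. The interaction of the lists was not recomputed under the alternatives.

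Marker genes of cells other than hepatocytes were higher in p65 KO and DKO, in preparations that the paper treats as hepatocytes. The lists were tested in all 3 comparisons with control, with adjustment over 30 tests. The mean log2 fold change of the 12 Kupffer cell genes was 2.845 in p65 KO (adjusted p = 0.0165, 12 of 12 genes called) and 1.694 in DKO (adjusted p = 0.0444, 6 called, 12 higher). For 8 genes of monocytes and dendritic cells it was 3.324 (adjusted p = 0.0165) and 2.666 (adjusted p = 0.0329), or 1.85 and 0.902 with genes at the floor set to their bounds. For 5 of 8 listed genes of T and NK cells it was 2.135 (adjusted p = 0.0165) and 2.507 (adjusted p = 0.0243), or 0.535 and 0.0782 with bounds, with 0 genes called in both and 1 and 0 at an unadjusted p under 0.05. In p65 KO it was 1.932 for 10 endothelial genes (adjusted p = 0.0186, 10 called) and 3.79 for 9 stellate cell genes (adjusted p = 0.0165, 7 called, 2.96 with bounds).

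The most abundant Kupffer cell genes were Clec4f, Cd5l, and Csf1r, with 155, 127, and 88.7 normalized counts in control, 987, 1276, and 669 in p65 KO, and 426, 442, and 268 in DKO. For endothelial cells, Clec4g had 193.5, 729, and 333, and for stellate cells, Reln had 107, 408, and 96.8 and Dcn 68.1, 849, and 221, in the same order. Monocyte and T cell genes were near the floor, with Fcgr1 at 8.36, 31.5, and 21.1 and Lck at 0.623, 4.90, and 2.26. No gene of these 5 lists is in another list or among the genes that the paper names from this experiment, although the paper uses Clec4f as a Kupffer cell marker in its stainings and also names Col1a1 elsewhere, and 7 of the 12 Kupffer, 0 of the 8 monocyte, 0 of the 5 T and NK, 9 of the 10 endothelial, and 2 of the 9 stellate genes had a control mean of at least 50 normalized counts.

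These results depended on the setting to different degrees. With only the 2 genotypes compared, 4 of the 5 lists in p65 KO, all but the stellate list, were not significant. The adjusted p over the alternatives was between 0.0101 and 0.0978 for Kupffer cells, 0.00513 and 0.168 for monocytes, 0.00583 and 0.116 for T and NK cells, 0.0151 and 0.0978 for endothelial cells, and 0.00583 and 0.0978 for stellate cells. In DKO the Kupffer list lost significance in 13 settings (adjusted p from 0.0378 to 0.113, and up to 0.159 without control replicate 1), the monocyte list in 7 (from 0.0139 to 0.315), and the T and NK list in 6 (from 0.0122 to 0.319, and 0.229 without DKO replicate 2). Significance without control replicate 1 was also lost for endothelial cells in p65 KO (adjusted p = 0.0523), and without control replicate 3 for T and NK cells in p65 KO (0.0504).

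A lower share of hepatocyte RNA would raise the other cell types alike only if their lists had like levels and a like background in hepatocytes. The Kupffer list rose by 0.945 more than the endothelial list from control to p65 KO (standard error 0.357, libraries without overlap), and the stellate list by 1.44 more (standard error 0.465). The lists differ in level, with 7 of 12 Kupffer, 9 of 10 endothelial, and 2 of 9 stellate genes at a control mean of at least 50 normalized counts. The unequal rises therefore do not exclude a lower share of hepatocyte RNA. More RNA of Kupffer cells and stellate cells in these preparations may also be the source of their markers, as a hypothesis. Whether these cells were more frequent in the liver, more active, or less well removed in the isolation was not tested.

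The hepatocyte list was 0.2062 higher in Nrf2 KO (adjusted p = 0.0444), with 7 of 10 genes higher, 0 called, and 3 at an unadjusted p under 0.05. Alb, Apoa1, and Ttr, its most abundant genes, had 3014000, 309400, and 206200 normalized counts in control and 3810000, 392100, and 259400 in Nrf2 KO, all 10 genes had a control mean of at least 50, and 0 are in another list or named by the paper. The result was lost in 14 settings (adjusted p from 0.0178 to 0.195 over the alternatives), such as DESeq2's size factors in edgeR (0.198, adjusted p = 0.0537). Its size stayed between 0.198 and 0.247 over the alternatives, 3 other scalings among them, and no explanation of the shift was tested.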

How the results depend on the processing

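The alternatives listed with the processing summary were chosen before the data were examined, except DESeq2's size factors in edgeR, the offsets for GC content and length, and the alternatives for the lists of Nrf2, NF-κB, interferon gamma, MHC class II, clock, and PPARα genes, which were chosen after seeing the data. Of 398 values of the 19 main results (counts of called and shared genes, downregulated shares, proliferation and cell cycle lists, and the separation of genotypes), 322 kept their direction and their side of the threshold or stayed within the limits set for them, 25 lost significance, 2 gained it, 49 moved, and 0 reversed. The downregulated share in Nrf2 KO (from 70.3% to 84.7% against 80%), the cell cycle list in Nrf2 KO, which was not significant, and the separation of genotypes (from 56.4% to 72.4% of the sum of squares) held under all alternatives run for them. All 19 main results were kept within these limits with equal upper quartiles, DESeq2's size factors in edgeR, the filter on a mean of 10 counts per library, limma with pseudocounts of 1 and with a robust trend, and without DKO replicate 3, where these could be computed. Unless a cause is given, the cause was not tested.

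Counts of called genes moved most. With DESeq2's Wald test, 135 genes were called in Nrf2 KO, among them all 75 of edgeR, 534 in DKO, among them 322 of edgeR's 325, and 249 for the interaction, among them all 62. The downregulated share in DKO was then 32.8%, and 73 genes were shared by Nrf2 KO and DKO, 279 by p65 KO and DKO, and 38 by Nrf2 KO and p65 KO. Limma without a trend called 33 genes in Nrf2 KO and 11 for the interaction, and the shared genes were 16 for Nrf2 KO and DKO and 5 for Nrf2 KO and p65 KO. Without the filter the interaction was called for 137 genes. With only the 2 genotypes compared, which uses fewer libraries for the spread, 215 genes were called in DKO, 52.6% of them lower, and the shared genes were 96 for p65 KO and DKO and 27 for Nrf2 KO and p65 KO. Equal totals gave 118 genes for the interaction, 52 of them among the 62, and downregulated shares of 14.0% in p65 KO and 53.6% in DKO, since this scaling moved the median log2 fold change by 0.177 and -0.0936. The downregulated share in p65 KO was 20.5% with a pseudocount of 10 and 29.3% with offsets for GC content and length, and with these offsets that in DKO was 48.5%.

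In the fits that each left out 1 library, the called genes ranged from 37 to 84 in Nrf2 KO, from 498 to 954 in p65 KO, from 147 to 316 in DKO, and from 19 to 119 for the interaction. The lowest of these counts were all obtained without control replicate 1, and the highest count for the interaction without DKO replicate 2. Without control replicate 2, 40 genes were called in Nrf2 KO, 193 in DKO, and 25 for the interaction, and without control replicate 3, 39 for the interaction. The downregulated shares ranged from 22.5% to 31.0% in p65 KO and from 44.7% to 57.1% in DKO. The shared genes ranged from 21 to 56 for Nrf2 KO and DKO, from 52 to 154 for p65 KO and DKO, and from 7 to 21 for Nrf2 KO and p65 KO, with the lowest values again without control replicate 1. Without DKO replicate 2, 107 genes were shared by p65 KO and DKO.

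The replicate numbers do not pair the mice. Correlations of same-numbered libraries across the genotypes, after removal of the genotype means, were between -0.179 and 0.12. With the replicate block, downregulated shares were 30.1% in p65 KO and 54.0% in DKO, the median of cluster 8 in Nrf2 KO was -2.05, the cholangiocyte list in p65 KO was reversed at 0.126, and Ppp1r3g in Nrf2 KO was reversed at -0.0223. A further 10 cell type lists lost significance with the block, among them the 5 that were higher in p65 KO (adjusted p from 0.0704 to 0.11), as did the interaction of Mup2 (4.96, adjusted p = 0.0607), and it changed 13 calls of named genes in all, 9 of them lost and 4 gained.

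The proliferation list lost significance in Nrf2 KO with a pseudocount of 10 (mean log2 fold change -0.613, adjusted p = 0.168), and in DKO with only the 2 genotypes compared (2.19, adjusted p = 0.0552), where the difference between DKO and Nrf2 KO also lost it (4.805, adjusted p = 0.0552). The adjusted p-values over the alternatives were between 0.00927 and 0.168 in Nrf2 KO, 0.00927 and 0.0319 in p65 KO, 0.00927 and 0.0552 in DKO, and 0.00118 and 0.0552 between DKO and Nrf2 KO. Leaving out any 1 control library raised them to between 0.0533 and 0.0787 in the 3 comparisons with control, but left them under 0.05 between DKO and Nrf2 KO. The mean ranged from -3.03 to -2.48 in Nrf2 KO, from 2.17 to 2.58 in p65 KO, and from 1.49 to 2.45 in DKO when 1 library was left out.

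For the cell cycle list, the mean in p65 KO lost significance with a pseudocount of 10 (0.574, adjusted p = 0.0526), with offsets for GC content and length (0.936, adjusted p = 0.0579), and with only the 2 genotypes compared (1.02, adjusted p = 0.0552), and ranged from 0.685 without p65 KO replicate 2 to 1.21. In DKO it gained significance with a pseudocount of 0.5 (0.797, adjusted p = 0.0478) and ranged from 0.470 without DKO replicate 3 to 1.03 without DKO replicate 2. Between DKO and Nrf2 KO it lost significance with a pseudocount of 10 (0.635, adjusted p = 0.0526) and with only the 2 genotypes compared (1.67, adjusted p = 0.0889), and ranged from 1.26 to 1.85. Over all alternatives its adjusted p was between 0.0195 and 0.0579 in p65 KO, 0.0478 and 0.102 in DKO, and 0.0155 and 0.0889 between DKO and Nrf2 KO. Leaving out any 1 control library or any 1 Nrf2 KO library raised it above 0.05 in p65 KO, leaving out any 1 control library also did so between DKO and Nrf2 KO, and leaving out DKO replicate 2 lowered it to under 0.05 in DKO.

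Of 819 medians of the paper's clusters, 771 moved by less than the spread between the libraries and 48 by more. Medians with an absolute value under 0.2, such as that of cluster 8 in p65 KO, also changed sign under some alternatives. With a pseudocount of 10, which by its construction lowers the changes of genes with low counts, the medians were 1.30 in DKO for cluster 1, 0.981 in p65 KO and 1.11 in DKO for cluster 2, 1.61 and 0.841 for cluster 3, 1.27 in DKO for cluster 4, 1.49 in p65 KO and 0.520 in DKO for cluster 5, -1.43 in Nrf2 KO for cluster 8, -1.31 in p65 KO for cluster 9, -0.884, -1.20, and -1.27 in Nrf2 KO, p65 KO, and DKO for cluster 10, 1.33, 0.596, and 0.561 in the same order for cluster 12, and -1.15 in p65 KO for cluster 14. With equal totals, the medians in p65 KO were 2.28, -0.1455, 0.265, -1.32, -1.19, 0.993, and -1.15 for clusters 5, 6, 8, 9, 10, 12, and 14. The filter on a mean of 10 counts per library, which tests fewer genes, gave 1.35 for cluster 2 and 1.92 for cluster 5 in p65 KO. With offsets for GC content and length, the medians of cluster 8 were -0.0498 in p65 KO and -0.547 in DKO.

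When 1 library was left out, the medians in Nrf2 KO ranged from -0.333 to 0.502 for cluster 3, -1.02 to -0.604 for cluster 7, -2.06 to -1.87 for cluster 8, -0.416 to 0.0325 for cluster 9, -1.30 to -1.01 for cluster 10, and 1.36 to 1.76 for cluster 12. In p65 KO they ranged from 1.44 to 1.98 for cluster 2, 2.10 to 2.87 for cluster 3, -0.152 to 0.0878 for cluster 8, -1.56 to -1.24 for cluster 10, and 0.636 to 0.961 for cluster 12. In DKO they ranged from 1.49 to 1.99 for cluster 1, 1.305 to 2.23 for cluster 2, -0.539 to -0.336 for cluster 8, and 0.866 to 1.34 for cluster 13.

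Of 623 values of the cell type lists, 516 kept their direction and side of the threshold, 61 lost significance, 5 gained it, 13 moved, and 28 reversed. None of the lists that reversed had an adjusted p under 0.05 with all libraries. With limma and a pseudocount of 1, the neutrophil and stellate lists in Nrf2 KO were 0.0642 and 0.0466 and the cholangiocyte list in p65 KO was 0.0596, and with a pseudocount of 0.5 these were 0.0739, 0.1225, and 0.0947. With a pseudocount of 10, the B cell and neutrophil lists in Nrf2 KO were -0.0646 and 0.0203, and the B cell and cholangiocyte lists in p65 KO were -0.382 and 0.102. The filter on a mean of 10 counts gave -0.629 and -1.88 for the B cell list in Nrf2 KO and p65 KO and 0.272 for the cholangiocyte list in p65 KO. With only the 2 genotypes compared, the B cell list was -0.626 and -1.881 in Nrf2 KO and p65 KO and the neutrophil list 1.28 in Nrf2 KO. The hepatocyte list was -0.0617 in DKO with equal totals and -0.0114 in p65 KO with offsets for GC content and length.

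When 1 library was left out, the lists in Nrf2 KO ranged from -0.624 to 1.26 for B cells, -1.53 to 0.0166 for erythroid cells, -0.975 to 0.161 for monocytes and dendritic cells, -0.420 to 0.575 for endothelial cells, -0.408 to 0.269 for stellate cells, -0.496 to 0.144 for MHC class II, and -1.11 to 0.179 for the genes that peak with Arntl. In Nrf2 KO the Kupffer list also ranged from -1.38 to 0.193 and the T and NK cell list from -0.380 to 1.30. The NF-κB targets ranged from -0.202 to 0.393 there, and the genes that peak with Per2 from -0.411 to 1.43. In p65 KO the lists ranged from -0.557 to 0.317 for cholangiocytes and -0.00859 to 0.0912 for hepatocytes. The B cell list in p65 KO ranged from -1.58 to 1.49 and the neutrophil list from -0.0587 to 3.33. The hepatocyte list in DKO ranged from -0.0172 to 0.0872.

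Among 150 log2 fold changes of named genes, 3594 values were obtained, of which 3294 kept their direction and call, 168 lost the call, 96 gained it, 30 moved where no test was drawn, and 6 reversed. Besides Ppp1r3g, the reversals were those of Tjp1 between DKO and p65 KO (0.0264 with offsets for GC content and length, and from -0.179 to 0.0553 when 1 library was left out), of Tjp1 in p65 KO (from -0.0283 to 0.233), and of Gstp2 in DKO (from -0.828 to 0.268). For the other lists, 421 of 441 values kept their direction and side of the threshold, 10 lost significance, 3 gained it, 5 moved, and 2 reversed.

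The depth limits the genes with low counts. A count of 3 in a library corresponds to between 2.42 and 3.43 normalized counts, and in Nrf2 KO 7 of the 9 proliferation genes were at or under 3 counts in both libraries. With these genes at their bound, the mean log2 fold change of the list in Nrf2 KO was -1.33 instead of -2.61. With 2 mice in Nrf2 KO and p65 KO, leaving out 1 of them leaves 1 library. No test was drawn for that genotype in these fits, and only the value was kept. The fit with only the 2 genotypes compared was not run for the interaction, which needs all 4.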

Differences from the paper's values

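No test of this part was chosen only after its result was seen. DESeq2's Wald test, which the paper's methods name, was an alternative set before the data were examined, and edgeR's test gave the values reported as found here.

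For Nrf2 KO the paper counts 133 differentially expressed genes and 75 were found here. With DESeq2's Wald test the count was 135, without the filter 93, and with only the 2 genotypes compared 92, and these are the alternatives set before the data were examined that lie within 1.5 times of the paper's value. Of these genes the paper gives 101 as downregulated and 60 were found here, against 102 with DESeq2, 71 without the filter, 72 with only the 2 genotypes compared, and 70 without DKO replicate 3, and the other alternatives did not close the gap. For DKO the paper counts 540 genes and 325 were found here, and DESeq2 gave 534, no filter 397, and limma with pseudocounts of 1 and 0.5 gave 371 and 363, whereas the others did not come within 1.5 times. For p65 KO the paper counts 1063 genes and 899 were found here, which is within 1.5 times, but the replicate block gave 655, and leaving out control replicate 1 or 2 gave 498 and 674, which are not.

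The paper's tables also give the overlaps of the 3 comparisons. The paper has 49 genes in Nrf2 KO only, where 24 were found here and 50 with DESeq2, which alone closed the gap. It has 212 genes in DKO only, where 126 were found here, 208 with DESeq2, 155 with a pseudocount of 1, 154 with a pseudocount of 0.5, 146 with a robust trend, and 155 without the filter. It has 11 genes in Nrf2 KO and p65 KO only, where 4 were found here, 12 with DESeq2, and 13 with only the 2 genotypes compared. It has 255 genes in p65 KO and DKO only, where 152 were found here, 253 with DESeq2, 172 with a pseudocount of 1, and 183 without the filter. It has 28 genes in all 3 comparisons, where 10 were found here and 26 with DESeq2, which alone closed the gap. The alternatives not named for a value did not close its gap.

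The counts differ by the test and not by the fold changes. Of the paper's 133, 1063, and 540 genes in Nrf2 KO, p65 KO, and DKO, all had the same direction here, 74, 877, and 321 were called here, and 132, 1061, and 540 had an unadjusted p under 0.05. A further 1, 22, and 4 genes were called here and not by the paper. Of 100 log2 fold changes compared with the paper's tables, 0 were counted as differing, which does not mean that the values were identical. For Nqo1 in Nrf2 KO, for example, edgeR gave -1.397 and DESeq2 gave -1.408. On the principal components the paper's shares, read by eye from Fig. 5A, were about 44% for component 1 and about 24% for component 2. Here they were 38.4% and 16.8%, which are within 1.5 times. The share of component 2 left this limit under some alternatives. It was 15.8% with all genes, 15.3% with the 2000 most variable genes, and 15% with genes scaled to unit variance. Without DKO replicate 1 or 3 it was 15.9% and 15.6%.

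Some genes that the paper names and its tables call were not called with edgeR, and the settings that called them are given with each. In Nrf2 KO, Nqo1 (log2 fold change -1.40, adjusted p = 0.0561) was called with limma's robust trend, DESeq2, no filter, only the 2 genotypes compared, and without DKO replicate 1 or 3, Sult1c2 (1.23, adjusted p = 0.117) with DESeq2 and without control replicate 3, Acot2 (-1.24, adjusted p = 0.25) with only the 2 genotypes compared and without DKO replicate 3 but not with DESeq2 (adjusted p = 0.0506), Cyp4a14 (-3.18, adjusted p = 0.251) with DESeq2, Cyp4a10 (-2.999, adjusted p = 0.211) with DESeq2, only the 2 genotypes compared, and without DKO replicate 1 or 3, Aurkb (0 counts in both libraries, adjusted p = 0.192) with a pseudocount of 0.5 and DESeq2, and Gstp2 (-2.31, adjusted p = 0.0987) with DESeq2, no filter, only the 2 genotypes compared, and without DKO replicate 1 or 2.

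In p65 KO, Ppp1r3g (-2.68, adjusted p = 0.0536) was called with limma and pseudocounts of 1, 0.5, and 10, DESeq2, no filter, the replicate block, only the 2 genotypes compared, and without any 1 DKO library, Cdk1 (1.42, adjusted p = 0.059) with a pseudocount of 10, DESeq2, equal totals, the replicate block, only the 2 genotypes compared, and without DKO replicate 3, Ncapg (2.28, adjusted p = 0.0736) with pseudocounts of 1 and 10, a robust trend, and DESeq2, and Tpx2 (2.38, adjusted p = 0.0561) with pseudocounts of 1, 0.5, and 10, a robust trend, DESeq2, no filter, equal totals, the replicate block, without control replicate 3, and without DKO replicate 1 or 3.

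In DKO, Camk2b (1.11, adjusted p = 0.155) was called with none of the settings, DESeq2 included (adjusted p = 0.0551). Rap1gap (0.999, adjusted p = 0.107), Tpx2 (2.24, adjusted p = 0.0929), and Ccl6 (1.74, adjusted p = 0.1) were called with DESeq2 alone, Ube2c (2.43, adjusted p = 0.0791) with a pseudocount of 10 and DESeq2, and Top2a (2.11, adjusted p = 0.0682) with a pseudocount of 10, DESeq2, and no filter.

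Some statements of the paper on single genes and clusters had other values here. The paper lists Cxcl9 and Cxcl16 among the chemokine genes that rise in p65 KO and DKO. Here Cxcl9 had log2 fold changes of 0.28 in p65 KO (adjusted p = 0.56) and -1.26 in DKO (adjusted p = 0.0293). Its call in DKO was lost in 7 settings (adjusted p up to 0.0841 over the alternatives and 0.112 with 1 library left out). Cxcl16 was called in p65 KO only (1.67, against 0.66 in DKO). The paper names Tjp1 among the genes whose basal expression depends on p65, but it had a log2 fold change of 0.12 (adjusted p = 0.653) and is in none of the paper's tables. The paper gives the genes of cluster 12 as unchanged in DKO, where their median log2 fold change was 0.76 and 4 of 30 were called.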

Other observations

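The tests of the labels of the Nrf2 KO libraries, of the p65 KO labels by Saa3, of a single swapped library, of 1 DKO library, of depth, and of feeding were chosen only after their result was seen, as were the rule on 5 expected calls for the segments around the deleted genes, the separate counts of Nnt by genotype, and the mean of Nnt and Wdfy1, while the other tests of this part were set down after the values of the genes named by the paper had been seen and before the values they measure.

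Nfe2l2 was higher and the mean of Rela close to that of control in the libraries labelled as their knockouts. For Nfe2l2, swapped labels were excluded, since the list of Nrf2 targets separated all 5 libraries labelled Nrf2 KO or DKO from the other 5 by at least 0.871 on the log2 scale. The list of 12 NF-κB targets did not separate the libraries labelled p65 KO or DKO (gap -1.15). It was higher, not lower, with mean log2 fold changes of 0.738 in p65 KO (adjusted p = 0.012), 0.653 in DKO (adjusted p = 0.0223), and 0.217 in Nrf2 KO (adjusted p = 0.209), and its interaction was -0.303 (adjusted p = 0.219 over 9 list tests). In DKO it lost significance without control replicate 2 (0.514), control replicate 3 (0.692), DKO replicate 1 (0.407), or DKO replicate 3 (0.715). A swap of single libraries was excluded, because class II genes were at least 1.59 higher in each library labelled p65 KO or DKO than in each other library, but these genes cannot show which gene was deleted. Saa3, the p65 target that the paper measured, was lower by at least 1.48 on the log2 scale in each library labelled p65 KO or DKO (from 14.9 to 32.6 normalized counts) than in each other library (from 92.4 to 230), which excludes libraries exchanged between these groups, although it is 1 gene of a list that did not fall as a whole. A transcript that lacks the deleted exons and is still counted at the gene may explain both totals, next to the gap of 0.871 for the targets, but this was not testable with 1 value per gene.

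The genotypes may also differ by segments of the strain around the floxed alleles. Within 5 Mb of Nfe2l2, 1 of 47 genes was called in Nrf2 KO (Rapgef4, 0.252 expected) and 0 in DKO (highest Fisher's exact p of 1), too few expected calls to decide. Within 5 Mb of Rela, 3 of 208 genes were called in p65 KO, where 13.9 were expected, and 4 in DKO, where 4.97 were expected (highest p of 1), which excludes a segment with an excess of called genes, although with the limit of 5 expected calls applied to both genotypes the test would be undecided. Nnt, which differs between C57BL/6 substrains, had 727 ± 35.0 normalized counts (SD, n = 3) in control, 1046 and 536 in Nrf2 KO, 2581 and 1941 in p65 KO, and 1333, 698, and 1174 in DKO. It exceeded every control library in 2 of the 2 p65 KO libraries (log2 fold change 1.64, adjusted p = 0.00614), which is consistent with another substrain or with an effect of p65 loss, in 1 of the 2 Nrf2 KO libraries, and in 2 of the 3 DKO libraries. The mean log2 value of Nnt and Wdfy1, the second gene listed for the substrain, was higher in each p65 KO or DKO library (from 0.351 to 0.916 relative to control) than in each other library (from -0.323 to 0.187), a gap of 0.163. This leaves open a substrain difference carried with the p65 line into DKO, but neither gene separated these libraries by itself, since DKO replicate 2, with 698 counts of Nnt, had 620.5 of Wdfy1, against 284.5 ± 68.6 (SD, n = 3) in control, 279 and 295 in p65 KO, and 273.5 and 280 in the other DKO libraries. For Nrf2 KO and DKO another substrain was neither shown nor excluded.

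For the higher proliferation genes in p65 KO and DKO, dividing blood cells carried over with the hepatocytes stay open. From p65 KO to DKO the cell cycle list changed by 0.963 more than the Kupffer list (standard error 0.783), which is within 2 standard errors, and the 9 proliferation genes by 0.788 more (standard error 0.949). Lymphocytes could not be judged, since the T and NK cell list changed by 0.371 with counts near the floor. The cell cycle list changed by 1.91 more than the stellate list (standard error 0.923, libraries without overlap), which argues against stellate cells as the only source. For the 9 proliferation genes, no single DKO library carried the whole difference from control. Their lowest mean log2 fold change was 1.487 without DKO replicate 3, just within 1.5 times of the value with all libraries. For the cell cycle list, DKO replicate 3 carried a large part of the difference. Its mean log2 fold change in DKO was 0.882 with all libraries and 0.470 without this one. Of the 10 splits of the 6 control and DKO libraries, 1 gave at least 325 called genes, the real one, and each of the others gave 0 or 1, but 10 splits cannot give a share under 0.1.

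For the higher class II genes in p65 KO and DKO, RNA of antigen-presenting cells stays open. The mean log2 fold change of 4 genes was 4.40 in p65 KO (adjusted p = 0.000749), 2.97 in DKO (adjusted p = 0.00327), and -0.21 in Nrf2 KO (adjusted p = 0.833), with an interaction of -1.217 (adjusted p = 0.176). It rose by 1.55 more than the Kupffer list in p65 KO (standard error 0.371) and by 1.23 more in DKO (standard error 0.332), so Kupffer cells in a constant state were not enough, but dendritic and B cells, whose lists are near the floor or variable, cannot be told apart from a higher expression in the cells already present. The interferon gamma genes that are not class II genes were 1.83 higher in p65 KO and 0.385 in DKO.

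The other cell type lists were tested in the same way. In Nrf2 KO, adjusted p-values were 0.659 for Kupffer cells (mean log2 fold change -0.40), 0.590 for monocytes and dendritic cells (-0.37), 0.711 for T and NK cells (0.13), 0.711 for B cells (0.93, or -0.624 with bounds), 0.980 for neutrophils (-0.55), 0.820 for endothelial cells (0.16), 0.980 for stellate cells (-0.07), 0.0444 for cholangiocytes (-1.18, 3 of 3 genes lower), and 0.869 for erythroid cells (-0.31). In p65 KO they were 0.659 for B cells (0.86), 0.154 for neutrophils (2.49), 0.980 for cholangiocytes (-0.27), 0.286 for erythroid cells (-1.37), and 0.597 for hepatocytes (0.04). In DKO they were 0.0781 for B cells (1.94), 0.125 for neutrophils (2.66), 0.0846 for endothelial cells (1.02), 0.125 for stellate cells (1.89), 0.129 for cholangiocytes (-1.17), 0.125 for erythroid cells (1.67), and 0.659 for hepatocytes (0.03). The cholangiocyte list in Nrf2 KO, whose most abundant gene Sox9 had 220 normalized counts in control and 112.5 in Nrf2 KO, lost significance in 9 settings, among them no filter (-0.923, adjusted p = 0.0548, over a range from 0.0213 to 0.158), and rests on 3 genes.

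Red blood cell RNA carried over in the preparation is a candidate explanation for the oxygen transport genes of clusters 1 and 4. DKO libraries with more globin RNA than every library of the other genotypes numbered 2 of 3, and between the DKO libraries it differed 6.98-fold. The values are consistent with a carryover that varies between the DKO mice.

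The clock lists shifted together in p65 KO and DKO, by 5.22 (highest adjusted p = 0.00653) and 3.73 (highest adjusted p = 0.0223) between the genes that peak with Per2 and those that peak with Arntl. A shift in the phase of the liver clock may account for this, but time of death, feeding, and genotype were not separated. In DKO these lists lost significance when single libraries were left out, such as the Arntl list without DKO replicate 1 (-1.675) and the Per2 list without control replicate 2 (1.744). In Nrf2 KO the lists were -0.251 (adjusted p = 0.608) and 0.927 (adjusted p = 0.276), and the interactions were 0.823 (adjusted p = 0.191) and -1.844 (adjusted p = 0.176).

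Feeding of single mice was excluded as the cause of the lower PPARα genes, since the lowest control library lay 1.04 above the highest of the 7 knockout libraries, which ranged from -2.72 to -1.26 against -0.221 to 0.148 in control. A feeding difference between all control and all knockout mice was not tested. The interaction of this list was 1.543 (adjusted p = 0.106).

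Bias by GC content or length was excluded as the cause of most called genes. Offsets for both kept 70 of 75 called genes in Nrf2 KO, 838 of 899 in p65 KO, and 298 of 325 in DKO. They gave 76, 938, and 344 called genes in all, and the ratio of counts without to with offsets was at most 0.987. Lower depth or fewer libraries were excluded as the cause of the lower count in Nrf2 KO than in p65 KO, since both genotypes have 2 libraries and the lowest total in Nrf2 KO was 1.03 times the highest in p65 KO. DKO replicate 1 had fewer genes at a count of 1 (239) than at a count of 2 (275), unlike the other libraries, and the reason was not tested.

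Saa3, for which the paper gives values from other measurements, had 149, 142, 18.6, and 24.8 normalized counts in control, Nrf2 KO, p65 KO, and DKO, log2 fold changes of -2.99 in p65 KO (adjusted p = 0.00391) and -2.57 in DKO (adjusted p = 0.00565).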
